# Imprinted *Cdkn1c* genomic locus cell-autonomously promotes cell survival in cerebral cortex development

**DOI:** 10.1038/s41467-019-14077-2

**Published:** 2020-01-10

**Authors:** Susanne Laukoter, Robert Beattie, Florian M. Pauler, Nicole Amberg, Keiichi I. Nakayama, Simon Hippenmeyer

**Keywords:** Developmental neurogenesis, Imprinting, Genetics of the nervous system

## Abstract

The cyclin-dependent kinase inhibitor p57^KIP2^ is encoded by the imprinted *Cdkn1c* locus, exhibits maternal expression, and is essential for cerebral cortex development. How *Cdkn1c* regulates corticogenesis is however not clear. To this end we employ Mosaic Analysis with Double Markers (MADM) technology to genetically dissect *Cdkn1c* gene function in corticogenesis at single cell resolution. We find that the previously described growth-inhibitory *Cdkn1c* function is a non-cell-autonomous one, acting on the whole organism. In contrast we reveal a growth-promoting cell-autonomous *Cdkn1c* function which at the mechanistic level mediates radial glial progenitor cell and nascent projection neuron survival. Strikingly, the growth-promoting function of *Cdkn1c* is highly dosage sensitive but not subject to genomic imprinting. Collectively, our results suggest that the *Cdkn1c* locus regulates cortical development through distinct cell-autonomous and non-cell-autonomous mechanisms. More generally, our study highlights the importance to probe the relative contributions of cell intrinsic gene function and tissue-wide mechanisms to the overall phenotype.

## Abstract (web summary)

How the imprinted *Cdkn1c* locus regulates corticogenesis is unclear. Here, the authors dissect the level of cell-autonomy of imprinted *Cdkn1c* gene function in mouse corticogenesis and identify this as regulating radial glial progenitor cell and projection neuron survival.

## Introduction

The developmental programs regulating the generation of cortical projection neurons by radial glia progenitor (RGP) cells need to be precisely implemented and regulated^1–3^. Impairments in neuron production and maturation lead to alterations in the cortical cytoarchitecture which is thought to represent the major underlying cause for a range of neurodevelopmental disorders including microcephaly, megalencephaly, epilepsy and autism spectrum disorders^4^. However, the cellular and molecular mechanisms that underlie concerted RGP lineage progression and the control of neuron output remain unclear^3,5,6^. Here we genetically dissect the ill-defined function of the essential *Cdkn1c* gene in corticogenesis. Previous studies indicate that *Cdkn1c*, encoding p57^KIP2^, acts as growth/tumor suppressor by directly inhibiting the activity of cyclin-dependent kinases (CDKs)^7–10^. The *Cdkn1c* genomic locus is subject to genomic imprinting resulting in the expression of the maternal and silencing of the paternal allele, respectively^11,12^. Genetic loss of function studies indicate an important role of p57^KIP2^ in regulating RGP lineage progression and cortical projection neuron genesis^13,14^. Mutant *Cdkn1c*^*−/−*^ mice exhibit macrocephaly and cortical hyperplasia indicating a critical function in tuning RGP-mediated neuron output, supporting the concept of a growth-inhibitory *Cdkn1c* gene function^14^. However, whether and how *Cdkn1c* regulates RGP proliferation behavior cell-autonomously is not known. Interestingly, brain-specific conditional deletion of *Cdkn1c* using Nestin-Cre driver results in thinning of the cerebral cortex, a phenotype seemingly opposite to the one in global *Cdkn1c* knockout^15^. Thinning of the cortex however likely emerges as an indirect secondary effect due to severe hydrocephalus caused by a defect in the subcommissural organ (SCO) which is required for cerebrospinal fluid flow^15,16^. Thus the function of *Cdkn1c* in corticogenesis may involve substantial non-cell-autonomous components which could promote or inhibit RGP-mediated neuron output and/or neuronal maturation. Here we address this issue and analyze the cell-autonomous phenotypes upon genetic *Cdkn1c* gene ablation at single-cell level by capitalizing on mosaic analysis with double markers (MADM) technology. Our data from MADM-based analysis indicate that the well-established growth-inhibitory *Cdkn1c* function is a non-cell-autonomous effect of *Cdkn1c* knockout in the whole organism. In contrast, we reveal a growth-promoting cell-autonomous *Cdkn1c* function, which at the mechanistic level acts to protect cells from p53-mediated apoptosis. This cell-autonomous *Cdkn1c* survival function is dosage sensitive but not subject to genomic imprinting and is attributed to the genomic *Cdkn1c* genomic locus rather than the expressed *Cdkn1c* transcript.

## Results

### MADM-based analysis of *Cdkn1c* imprinting phenotypes

In order to determine the degree of cell-autonomy of imprinted *Cdkn1c* gene function in cortical development, we used genetic MADM paradigms^17–19^. To this end, we capitalize on two unique properties of the MADM system: (1) the cell-type-specific generation and visualization of uniparental chromosome disomy (UPD, somatic cells with two copies of the maternal or paternal chromosome) for the functional analysis of imprinted dosage-sensitive gene function; and (2) the sparseness of UPD generation for analyzing cell-autonomous phenotypes at single-cell resolution. Since the imprinted *Cdkn1c* locus, located on mouse chromosome 7 (Chr. 7), exhibits maternal expression^11,12^, MADM-labeled cells carrying maternal UPD (matUPD, two maternal chromosomes) are predicted to express two copies of *Cdkn1c* and cells with paternal UPD (patUPD, two paternal chromosomes) would not express *Cdkn1c* (Fig. 1a). Thus, the phenotypic consequences of *Cdkn1c* loss (patUPD) and gain (matUPD) of function can be assessed simultaneously in MADM-induced UPDs, which also express distinct fluorescent reporters (Fig. 1a). MADM-based generation of Chr. 7 UPD occurs only in a very small fraction of genetically defined cells^18^ and permits the analysis of postnatal stages since the sparseness of genetic mosaicism enables the bypassing of early lethality associated with loss of *Cdkn1c* function^10,20^.

**Fig. 1:**
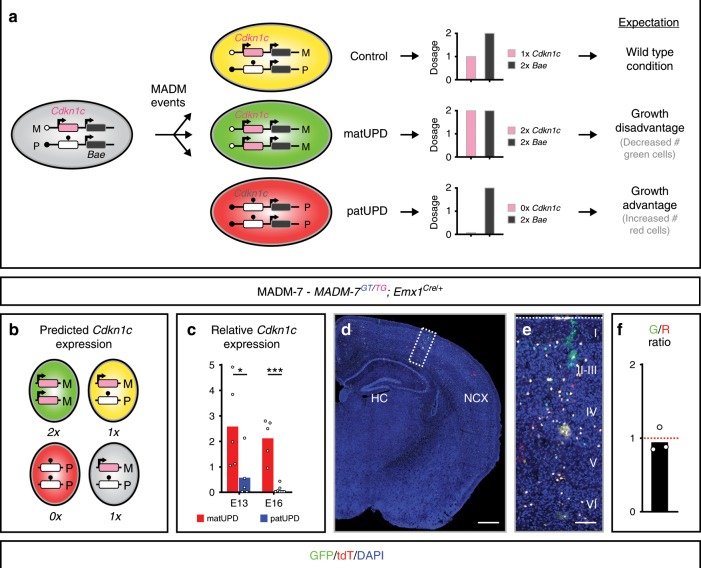
MADM-based analysis of imprinted *Cdkn1c* gene function at single-cell level. **a** MADM recombination events result in distinct fluorescent labeling of cells containing uniparental disomy (UPD). Yellow cells are control cells, green cells carry maternal uniparental chromosome disomy (matUPD) and red cells contain paternal uniparental chromosome disomy (patUPD). *Cdkn1c* is expressed from the maternal allele in yellow cells, which resembles the wild-type situation. In green cells (matUPD) *Cdkn1c* is expressed from both maternal alleles and predicted to result in growth/proliferation disadvantage (expression of two doses of a growth inhibitor). Red cells (patUPD) lack *Cdkn1c* expression and are expected to show growth/proliferation advantage due to lack of expression of a growth suppressor. **b** Schematic depicts green (GFP^+^), red (tdT^+^), yellow (GFP^+^/tdT^+^) and unlabeled MADM cells with UPD (red, green) and control cells (yellow, unlabeled). Parental origin of chromosome is indicated (M, maternal; P, paternal). Imprinting status of *Cdkn1c* (arrow, expression; ball on stick, repression) and predicted expression (0×, 1×, 2×) is indicated. **c** Relative *Cdkn1c* expression in matUPD (red bars) and patUPD (blue bars) at E13 and E16. Bars represent mean. *p < 0.05, ***p < 0.001 (Wald test). Data points indicate individual animals (*n* = 4–7). **d** MADM-labeling pattern in cerebral cortex of MADM-7 (*MADM-7*^*GT/TG*^*;Emx1*^*Cre/+*^) at P21. The parent from which the MADM cassettes were inherited is indicated in the respective genotypes in pink (mother) and blue (father). **e** Higher magnification of cortical cross-section (boxed area in (**d**)). **f** G/R ratio of single MADM-labeled cortical neurons is depicted as geometric mean. Note the equipotency of cells with matUPD and patUPD. Nuclei (**d**, **e**) were stained using 4',6-diamidino-2-phenylindole (DAPI, blue). Data points indicating individual animals (*n* = 3). Source data are provided as a Source Data file. Scale bar, 500 μm (**d**), 90 μm (**e**).

### No cell-autonomous role for *Cdkn1c* in cortical neurogenesis

To generate mice with MADM-induced UPD of Chr. 7 (MADM-7) in proliferating cortical RGPs, we crossed female *MADM-7*^*TG/TG*^ with male *MADM-7*^*GT/GT*^*;Emx1*^*Cre/+*^ (Supplementary Figs. 1a and 2a) to obtain experimental *MADM-7*^*GT/TG*^*;Emx1*^*Cre/+*^ mice. In MADM-7 mice, sparse green GFP^+^ cells carry matUPD (prediction: two copies of expressed *Cdkn1c*), red tdT^+^ patUPD (prediction: no *Cdkn1c* expression), yellow GFP^+^/tdT^+^ and unlabeled cells carry no UPD (prediction: 1× *Cdkn1c* expression) (Fig. 1b). In order to assess and validate whether the above MADM paradigm faithfully results in the predicted levels of *Cdkn1c* expression, we isolated cells carrying matUPD and patUPD, and control cells at embryonic day (E) 13 and E16 based on their fluorescence by FACS. Next the samples were processed for RNA sequencing (RNA-seq) and from the obtained sequences we quantified the relative levels of *Cdkn1c* expression in matUPD and patUPD, when compared to control (Fig. 1c, Supplementary Data 1, 2). As predicted from the MADM scheme the levels of *Cdkn1c* expression were (1) much lower in patUPD in comparison to matUPD; and (2) while *Cdkn1c* expression was nearly absent in patUPD at E16, the level in matUPD (two copies of *Cdkn1c*) reached approximately twofold of the level in control (one copy of *Cdkn1c*) (Fig. 1c). To further assess the experimental UPD paradigm and to corroborate the above results, we generated comprehensive coverage plots for the RNA reads in the *Cdkn1c* genomic locus (Supplementary Fig. 3a–c, f) and the larger *Kcnq1* cluster region (Supplementary Fig. 4a–c, f). The in-depth analysis of these coverage plots revealed (1) no novel, previously unannotated, transcripts in the *Cdkn1c* locus; and (2) that the predicted *Cdkn1c* expression occurs faithfully in UPD as predicted from the MADM scheme (Fig. 1a). Specifically, cells with matUPD (two doses of *Cdkn1c*; red in Fig. 1c and Supplementary Figs. 3a and 4a) show about twofold higher *Cdkn1c* expression levels than control cells (one dose of *Cdkn1c*; yellow in Fig. 1a and dark yellow in Supplementary Figs. 3c and 4c) whereas cells with patUPD (zero dose of *Cdkn1c*; green in Fig. 1a and blue in Supplementary Figs. 3b and 4b) show a drastic reduction of *Cdkn1c* expression. Thus, these results conclusively validate the MADM approach resulting in distinct doses of expressed *Cdkn1c* transcripts depending on the UPD status.

Since *Cdkn1c* promotes growth inhibition and cell-cycle exit, and taking into consideration the imprinting and expression status of *Cdkn1c*, green matUPD (two doses of *Cdkn1c*) cells would be expected to show growth/proliferation disadvantage when compared to red patUPD (no *Cdkn1c*) cells (Fig. 1a). Perhaps surprisingly we however found a green/red (G/R), i.e. matUPD/patUPD ratio of ~1 and thus equal growth/proliferation potential of RGPs regardless of the UPD status (Fig. 1d–f). These results indicate that *Cdkn1c* has no prominent cell-autonomous role in cell-cycle regulation of proliferating cortical RGPs. To directly test this possibility, we first analyzed the expression levels of cell-cycle regulators in RNA-seq data. We could not find significant differences in the expression levels of a number of key cell-cycle regulators in cells with matUPD or patUPD, respectively (Fig. 2a, b, Supplementary Data 2). Next, we measured incorporation of EdU after 1 h of exposure at E13 in the embryonic neuroepithelium and found that MADM-labeled cells with matUPD, patUPD and control all displayed equal relative amounts with EdU label (Fig. 2c, d). Lastly, we monitored the fraction of proliferating cells that remained in cell-cycle (EdU^+^/Ki67^+^) in a 24-h time window. Again, we found similarly sized EdU^+^/Ki67^+^ fractions of MADM-labeled cells with matUPD, patUPD and control (Fig. 2e, f). Altogether these data indicate that individual RGPs with matUPD (two expressed doses of *Cdkn1c*) or patUPD (no expressed *Cdkn1c*), in an otherwise wild-type environment, exhibit similar proliferation behaviors. Based on the sparse induction of UPD in just very few cells (with a vastly normal background), these results show that *Cdkn1c* does not regulate RGP proliferation behavior cell-autonomously. This is also in agreement with the observed sparse expression pattern of p57^KIP2^ protein in RGPs (less than 12% of PAX6^+^ RGPs express p57^KIP2^)^14^. The results thus indicate that the observed cortical overgrowth observed in *Cdkn1c*^*−/−*^ full knockout mice^14^ is mainly due to global non-cell-autonomous *Cdkn1c* function and/or community effects.

**Fig. 2:**
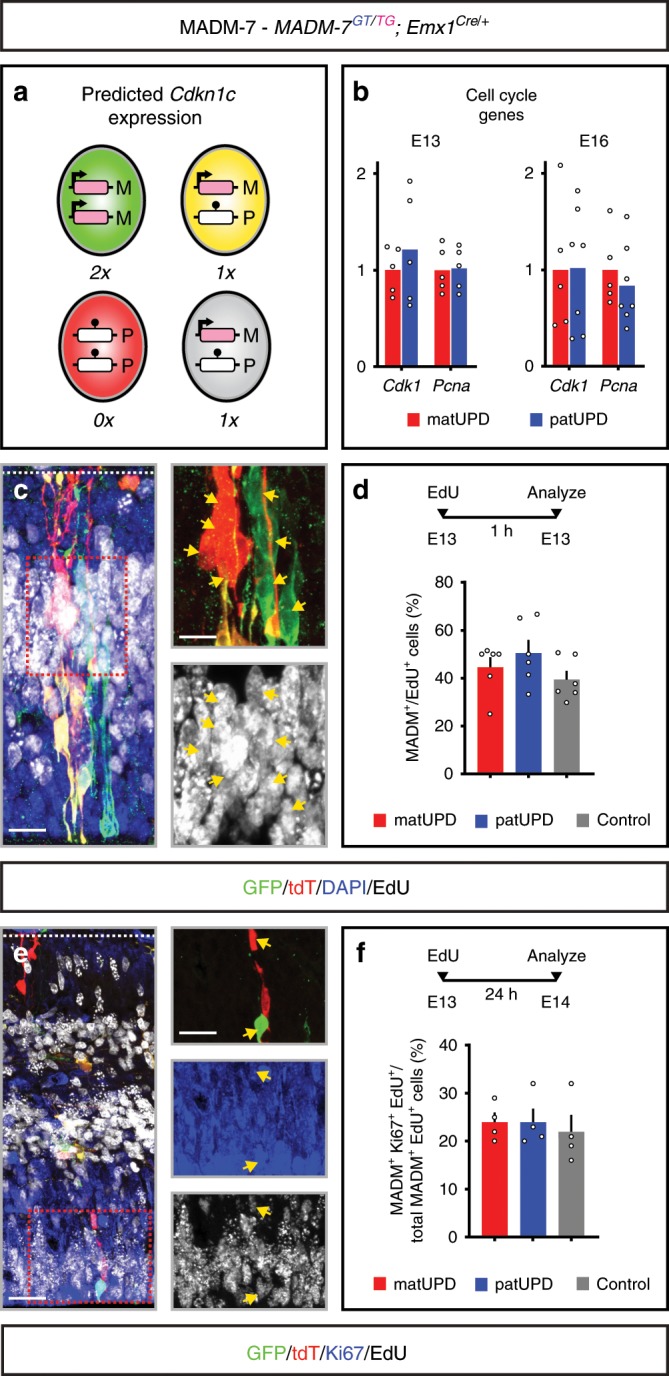
Analysis of imprinted *Cdkn1c* cell-cycle properties based on MADM-UPD. **a** Schematic depicts green (GFP^+^), red (tdT^+^), yellow (GFP^+^/tdT^+^) and unlabeled MADM cells with UPD (red, green) and control cells (yellow, unlabeled). Parental origin of chromosome is indicated (M, maternal; P, paternal). Imprinting status of *Cdkn1c* (arrow, expression; ball on stick, repression) and predicted expression (0×, 1×, 2×) is indicated. **b** Expression levels of two representative cell-cycle genes (*Cdk1*, *Pcna*) in matUPD (red bars) and patUPD (blue bars) at E13 and E16. Data points indicate individual animals (*n* = 5−7). **c** EdU labeling (1 h chase) in MADM-7 (*MADM-7*^*GT/TG*^*;Emx1*^*Cre/+*^) cerebral cortex at E13 with GFP^+^ matUPD (green) and tdT^+^ patUPD (red) (top) and colabeled with EdU in white (bottom) double-positive cells are indicated by yellow arrows. **d** Fraction (%) of MADM^+^/EdU^+^ colabeled cells (red bar, matUPD (GFP^+^ cells); blue bar, patUPD (tdT^+^ cells); gray bar, control cells (GFP^+^/tdT^+^ cells)). Data points indicate individual animals (*n* = 6). **e** EdU^+^/Ki67^+^ colabeling in MADM-7 (*MADM-7*^*GT/TG*^*;Emx1*^*Cre/+*^) cerebral cortex with EdU injection (24 h chase) at E13. MADM-labeled (matUPD, GFP^+^; patUPD, tdT^+^ in top) Ki67^+^ (blue in middle) and EdU^+^ (white in bottom) triple-positive cells are indicated by yellow arrows. **f** Fraction (%) of MADM^+^/Ki67^+^/EdU^+^ cells of total MADM^+^/EdU^+^ cells after 24 h EdU chase (red bar, matUPD (GFP^+^); blue bar, patUPD (tdT^+^); gray bar, control cells (GFP^+^tdT^+^ cells)). Data points indicate individual animals (*n* = 4). All bars represent mean. Error bars represent SEM (**d**, **f**). Nuclei (**c**) were stained using DAPI (blue). NCX neocortex, HC hippocampus. Scale bar, 15 μm (**c**), 10 μm (**c** top and bottom), 25 μm (**e**), 20 μm (**e** top, middle, bottom). Source data are provided as a Source Data file.

### No loss of imprinted *Cdkn1c* expression in cortical cells

An alternative explanation for our results indicating equipotency of Chr. 7 matUPD/patUPD could be the possible cell-type-specific loss of imprinting, a phenomenon which has been observed for imprinted *Dlk1* in postnatal stem cells^21^. In other words, the paternal *Cdkn1c* allele would be de-repressed specifically in *Emx1*^*+*^ RGPs and/or their lineage. Thus cells with mat- and patUPD would both express similar doses of *Cdkn1c* and therefore show the same phenotype, i.e. the same number of projection neuron output from RGPs. To test this possibility we generated F1 C57BL/6J (B6)—CAST/EiJ (CAST) hybrids^22^ to qualitatively and quantitatively analyze allelic expression in RGPs and nascent neurons. We used two well-defined single nucleotide polymorphisms (SNPs) located in exon 2 and exon 4 of *Cdkn1c* (Supplementary Fig. 5a), and a SNP in *Ndn* (single exon gene which is paternally expressed) as control^22^. We first isolated genomic DNA from an individual B6/CAST hybrid embryo at E12 to confirm the presence of respective SNPs in *Cdkn1c* and *Ndn*. Sanger and deep sequencing of the genomic DNA confirmed the presence and ~50% abundance of each parental SNP as expected (Supplementary Fig. 5b–h, o). Next, we generated single-cell suspensions of E12 cortex from B6/CAST hybrids and used well-established FACS protocols^23^ to enrich for RGPs and projection neurons. From the obtained neuron and progenitor populations, we isolated RNA which we converted to cDNA, followed by Sanger and deep sequencing to determine allelic expression (Supplementary Fig. 5b–q). These experiments revealed highly skewed, almost exclusive allelic expression of paternally expressed *Ndn*, and maternally expressed *Cdkn1c* in both RGP and neuron cell populations. Importantly, paternal expression of *Cdkn1c* in neurons (<5%) and progenitors (<2%) was miniscule (Supplementary Fig. 5p, q). Thus imprinting and repression of the paternal *Cdkn1c* allele is intact in embryonic neurogenic RGPs and nascent neurons. In conclusion, the results from allelic expression experiments corroborate the above findings of MADM-based analysis of Chr. 7 UPD (Fig. 1). Together, these data demonstrate that *Cdkn1c* does not cell-autonomously control RGP-mediated neuron output and/or maturation, and that the observed macrocephaly in *Cdkn1c*^*−/−*^ full knockout likely reflects global organism overgrowth.

### Genetic *Cdkn1c* ablation results in microcephaly

To more directly assess *Cdkn1c* function in cortical RGPs at single-cell resolution, we next introduced a conditional *Cdkn1c-flox* allele^24^ into MADM-7 (*MADM-7*^*GT/TG,Cdkn1c-flox*^*;Emx1*^*Cre/+*^). When we introduced the *Cdkn1c-flox* allele from the mother, all cells (regardless of UPD status) of the *Emx1*^*+*^ lineage in F1 should in principle be equivalent to homozygous *Cdkn1c*^*−/−*^ because of imprinting, i.e. deleted maternal expression and paternal silencing (Fig. 3a and Supplementary Figs. 1b and 2b). Indeed, we found that control cells, and cells with matUPD and patUPD, all displayed nearly undetectable relative *Cdkn1c* expression levels (Fig. 3b). However, contrary to our expectation of a cortical overgrowth phenotype due to *Cdkn1c* loss of function, and RGP equipotency with G/R of 1, we observed a dramatic reduction of GFP^+^ *Cdkn1c*^*−/−*^ matUPD cells when compared to tdT^+^ *Cdkn1c*^*+/+*^ patUPD (although with two copies of silenced *Cdkn1c*) and severe microcephaly (Fig. 3c–f). This *Cdkn1c* conditional deletion phenotype is in stark contradiction with a growth suppressive function of *Cdkn1c*. Next, we evaluated whether the suspected growth-promoting function of *Cdkn1c* is subject to regulation by genomic imprinting. To this end we introduced the *Cdkn1c-flox* allele from the father (Fig. 3g and Supplementary Figs. 1b and 2c) and generated GFP^+^ *Cdkn1c*^*−/−*^ patUPD cells which we compared to tdT^+^ *Cdkn1c*^*+/+*^ matUPD. Analysis of the relative *Cdkn1c* expression confirmed that patUPD express very low levels of *Cdkn1c* while matUPD (with two copies of *Cdkn1c*) show about twofold higher *Cdkn1c* expression in comparison to control cells (one copy of *Cdkn1c*) (Fig. 3h). Strikingly we observed again dramatic reduction of mutant *Cdkn1c*^*−/−*^ cells when compared to *Cdkn1c*^*+/+*^ cells (Fig. 3i–l). This is unexpected because the imprinting status of *Cdkn1c* in patUPD already shows no expression of *Cdkn1c* due to homozygosity and complete silencing of both paternal *Cdkn1c* alleles (Fig. 3g, h). To further support our finding of a *Cdkn1c* growth-promoting function independent of parental Chr. 7 UPD status, we introduced the *Cdkn1c-flox* allele from both parents and generated a true *Cdkn1c* conditional knockout (cKO) but with sparse MADM-labeling for single-cell analysis (*MADM-7*^*GT,Cdkn1c-flox/TG,Cdkn1c-flox*^*;Emx1*^*Cre/+*^) (Fig. 3m and Supplementary Figs. 1c and 2d). In these cKO-*Cdkn1c*-MADM-7 mice control cells and cells with matUPD and patUPD all displayed nearly undetectable levels of *Cdkn1c* expression (Fig. 3n) similar to the paradigm with maternal *Cdkn1c* deletion (Fig. 3b). Consequently, the cKO-*Cdkn1c*-MADM-7 mice exhibit very strong microcephaly (Fig. 3o–q), similar to *Cdkn1c*-MADM-7 mice with maternal deletion (Fig. 3c–e), and slightly more severe than with paternal deletion (Fig. 3i–k). Importantly however, in cKO-*Cdkn1c*-MADM-7 mice we observed a G/R of ~1 unlike the very low G/R ratio in *Cdkn1c*-MADM-7 with maternal or paternal deletion, respectively (Fig. 3f, l, r). A G/R ratio of ~1 in cKO-*Cdkn1c*-MADM-7 cortex indicates equipotency of mutant *Cdkn1c*^*−/−*^ neurogenic RGP cells regardless of the disomy status (i.e. green GFP^+^ are patUPD and red tdT^+^ are matUPD) similar like in MADM-7 where all cells are *Cdkn1c*^*+/+*^ although with UPD (Fig. 1).

**Fig. 3:**
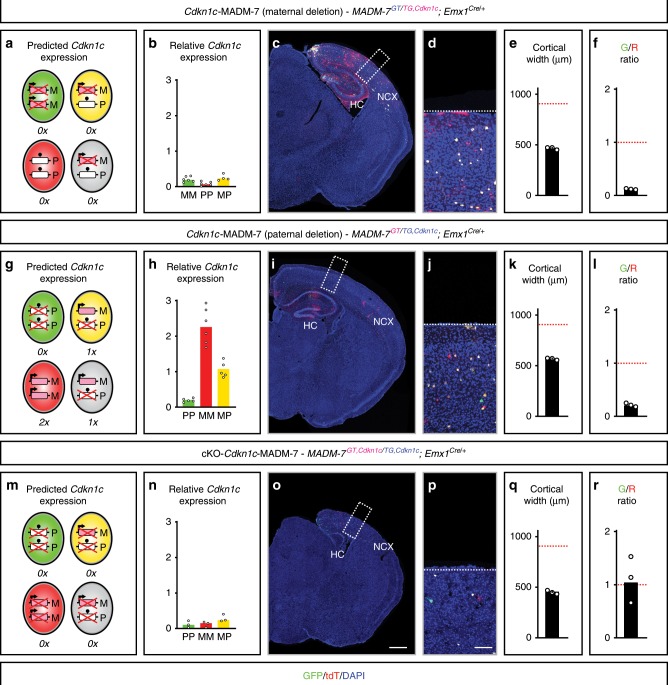
Cell-autonomous growth-promoting *Cdkn1c* function is independent of genomic imprinting status. Analysis of *Cdkn1c*-MADM-7 (*MADM-7*^*GT/TG,Cdkn1c*^*;Emx1*^*Cre/+*^) with maternal deletion (**a**–**f**), *Cdkn1c*-MADM-7 (*MADM-7*^*GT/TG,Cdkn1c*^*;Emx1*^*Cre/+*^) with paternal deletion (**g**–**l**), and cKO-*Cdkn1c*-MADM-7 (*MADM-7*^*GT,Cdkn1c/TG,Cdkn1c*^*;Emx1*^*Cre/+*^) (**m**–**r**). The parent from which the MADM cassettes with or without recombined *Cdkn1c-flox* allele (*Cdkn1c*) were inherited is indicated in the respective genotypes in pink (mother) and blue (father). Predicted *Cdkn1c* expression in GFP^+^ (green), tdT^+^ (red), GFP^+^/tdT^+^ (yellow) and unlabeled (gray) MADM-labeled cells (**a**, **g**, **m**); and true relative levels of *Cdkn1c* expression in GFP^+^ (green bar), tdT^+^, (red bar), GFP^+^/tdT^+^ (yellow bar) MADM-labeled cells (**b**, **h**, **n**) in *Cdkn1c*-MADM-7 with maternal deletion (**a**, **b**), *Cdkn1c*-MADM-7 with paternal deletion (**g**, **h**), and cKO-*Cdkn1c*-MADM-7 (**m**, **n**) at E16 are indicated (MM, matUPD; PP, patUPD; MP, control). Data points indicate individual animals (*n* = 5–7).Outlier values are not shown (see Source Data File). Bars indicate median. Imprinting of *Cdkn1c* (arrow, expression; ball on stick, repression) and predicted expression (0×, 1×, 2×) is indicated. Parental origin of chromosome is indicated (M, maternal; P, paternal) and conditional deletion of *Cdkn1c* is marked with red cross. MADM-labeling (GFP^+^, green; tdT^+^, red; GFP^+^/tdT^+^, yellow) (**c**, **d**, **i**, **j**, **o**, **p**), cortical width (μm) is shown with an error bar representing SEM (**e**, **k**, **q**), and G/R ratio (geometric mean) of single MADM-labeled cortical projection neurons (**f**, **l**, **r**) in *Cdkn1c*-MADM-7 with maternal deletion (**c**–**f**), *Cdkn1c*-MADM-7 with paternal deletion (**i**–**l**), and cKO-*Cdkn1c*-MADM-7 (**o**–**r**) at P21 are indicated. Boxed areas in overview images (**c**, **i**, **o**) show representative images of the extent of microcephaly at higher resolution (**d**, **j**, **p**). Nuclei were stained using DAPI (blue). Scale bar, 500 μm (overview (**c**, **i**, **o**)) and 90 μm (inset (**d**, **j**, **p**)). Note the decreased numbers of *Cdkn1c*^*−/−*^ cells when compared to *Cdkn1c*^*+/+*^ cells in (**f**) and (**l**) but equipotency/equal numbers of *Cdkn1c*^*−/−*^ cells in (**r**) regardless of the UPD status. Data points (**e**, **f**, **k**, **l**, **q**, **r**) indicating individual animals (*n* = 3). NCX neocortex, HC hippocampus. Source data are provided as a Source Data file.

Next, we analyzed the emergence of the microcephaly phenotype during development in a time course analysis. We found that the microcephaly phenotype was already evident from E13 onwards in *Cdkn1c*-MADM-7 with maternal and paternal deletion, respectively, and in cKO-*Cdkn1c*-MADM-7. The severity of microcephaly increased until E16 (Supplementary Fig. 6), persisted until birth and in postnatal mice up to P21 (latest time point of analysis).

In summary, our MADM-based analysis of UPD and in combination with conditional deletion of *Cdkn1c* revealed a growth-promoting function of *Cdkn1c* which is dominant over the imprinting status of the genomic *Cdkn1c* locus. Given that mosaic *Cdkn1c*-MADM-7 mice (all cells are *Cdkn1c*^*flox/+*^) with heterozygous *Cdkn1c* deletion in *Emx1*^*+*^ lineage show microcephaly similar like cKO-*Cdkn1c*-MADM-7 mice, we conclude that the growth-promoting function of *Cdkn1c* is also highly dosage sensitive. In other words, removal of one copy of *Cdkn1c* leads to haploinsufficiency with nearly identical phenotype to that observed when both copies were ablated.

### Gene expression profile upon genetic deletion of *Cdkn1c*

To gain better insight into the putative mechanism of the growth-promoting *Cdkn1c* function, we first profiled global gene expression in cKO and compared to control mice. To this end we purified cells of the *Emx1*^*+*^ lineage in E16 cortices from control MADM-7 and cKO-*Cdkn1c*-MADM-7 mice by FACS. 

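RNA of *Emx1*+ lineage cells was sequenced from 3 cKO-*Cdkn1c*-MADM-7 embryos (cKO 1 to 3) and 7 control MADM-7 embryos (control 1 to 7) at E16, with 1 library per embryo. *Emx1*-Cre is active in progenitors of the dorsal telencephalon. The lineage therefore includes radial glial progenitors, intermediate progenitors and the projection neurons that descend from them. Most cortical interneurons are born in the ventral telencephalon. Which other cells carried the label was not tested. The neocortex was dissociated with papain, doublets were excluded, and 400 MADM-labeled cells of all colors together went per embryo into a Smart-Seq v2 library. This method makes full-length cDNA and does not record the strand of the RNA. The authors aligned the reads to GRCm38 with STAR, kept reads that aligned to a single place, and deposited raw counts of reads per gene of Gencode M16. Total gene counts were 2417184 to 2998916 per cKO library (median 2457508) and 1738220 to 3362487 per control library (median 2866085). Uniquely aligned reads, which also include reads in no gene or in several, were 2121627 to 4205254 per library and equal the numbers of Supplementary Data 3 in all 10 libraries. Reads in no gene made up 8.64 to 15.5% of aligned reads in cKO and 5.47 to 16.7% in control. Haemoglobin genes, which are transcribed in red blood cells, took 0.224% of the counts of cKO 1, 0.147% of control 2 and 0.178% of control 5. Their share was at most 0.00634% in each of the other libraries. Counts of *Xist*, which is transcribed from the inactive X chromosome of females, exceeded those of the Y-linked genes in 2 of the 3 cKO and 2 of the 7 control libraries. The 11551 genes with a mean count of at least 10 over the 10 libraries were compared between genotypes with the quasi-likelihood test of edgeR after TMM normalization. A gene was called changed at an adjusted p (Benjamini-Hochberg) under 0.05. Levels per gene are TMM-normalized CPM. Gene positions come from Gencode M21, an annotation of the same genome build, which held 53274 of the 53379 gene identifiers.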

Next, the samples were processed for RNA-seq and global gene expression profiles were established for further analysis (Fig. 4a, Supplementary Data 3) (see Methods for details). First, we reduced the dimensionality of our data and identified similarities and differences in global gene expression between control and cKO-*Cdkn1c*-MADM-7 by principal component analysis (PCA). 

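The cKO and control embryos lay on opposite sides of the first principal component, with no overlap. Genes with the largest weights toward the cKO side included *Slc7a3*, which encodes an amino acid transporter, *Cdkn1a*, which encodes the cell cycle inhibitor p21, and *Reln* and *Calb2*, which mark Cajal-Retzius cells. *Xist* had the largest weight of all genes, also toward the cKO side, and the haemoglobin genes *Hba-a1* and *Hbb-bs* ranked 4 and 5 there. *Xist* counts (1310) and the haemoglobin share (0.224%) were highest in cKO 1. On the control side the largest weights were those of *Npy*, *Cdkn1c*, *Mpped1* and *Cldn3*. The first component held 38.1% of the variance of the 500 most variable genes after the variance stabilizing transformation of DESeq2. Its scores were -16.9 in cKO 1, -6.54 in cKO 2 and -9.54 in cKO 3, and 1.49 to 7.72 in the 7 control libraries. The means of the genotypes differed by 15.7 (2-sided exact permutation test, p = 0.00833, the smallest p that 3 libraries against 7 allow). The second component held 22.3% of the variance, and its scores were not shown to differ between genotypes (2-sided exact permutation test, p = 0.525).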

We found that the samples with distinct genotypes (i.e. control vs. cKO) segregated from each other (Fig. 4b). Next, we confirmed the loss of *Cdkn1c* expression in cKO-*Cdkn1c*-MADM-7 (Fig. 4c). 

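*Cdkn1c*, which encodes the cyclin-dependent kinase inhibitor p57 KIP2, fell to 7.83% of its control level in the *Emx1*+ lineage cells of the cKO embryos. Every cKO library lay far below every control library. The level relative to the mean of controls was 0.114 in cKO 1, 0.0412 in cKO 2 and 0.0796 in cKO 3. The mean was 0.0783 ± 0.0364 (SD, n = 3) in cKO against 1 ± 0.212 (SD, n = 7) in control (2-sided exact permutation test, p = 0.00833). These levels are counts divided by the size factors of DESeq2. They rest on 32, 10 and 18 reads in the 3 cKO libraries and on 116 to 369 reads per control library. The log2 fold change of *Cdkn1c* was -3.66 (standard error 0.31, adjusted p = 6.4e-06 from the quasi-likelihood test of edgeR). The gene (ENSMUSG00000037664.13) lies on chromosome 7 of GRCm38 from 143458339 to 143461050 on the minus strand, with 2039 bp of exons.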

To exclude the possibility of any remaining truncated partial *Cdkn1c* mRNA species and/or the residual presence of previously unannotated transcripts within the *Cdkn1c* genomic locus and broader *Kcnq1* cluster region in cKO-*Cdkn1c*-MADM, we generated coverage plots for the obtained RNA reads (Supplementary Figs. 3d–f and 4d–f). This analysis confirmed (1) the drastic reduction of *Cdkn1c* transcripts in cKO-*Cdkn1c*-MADM and (2) did not reveal any novel unannotated transcripts that could hypothetically escape deletion in our conditional genetic experimental paradigm. These results thus conclusively validate our genetic deletion approach to conditionally ablate *Cdkn1c* expression in cortical *Emx1*^*+*^ lineage.

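Reads over the exons of *Cdkn1c* were scarce in cKO, and genes of the *Kcnq1* cluster with few reads in control had few in cKO. An antisense transcript, *Gm44732*, is annotated on the plus strand of chromosome 7 (143459749 to 143460640) and overlaps these exons. Reads in the shared part count for neither gene when strand is ignored. In the deposited counts for each strand, 26 and 25 reads over the 3 cKO libraries and 905 and 781 over the 7 control libraries are listed under *Gm44732*, and 50 and 61 against 1742 and 1827 under *Cdkn1c*. The library method does not record strand, so these reads cannot be assigned to either transcript and do not show whether *Gm44732* was transcribed. It was chosen after its values were seen. *Kcnq1*, which spans 143106362 to 143427042, had 0 counts in all 10 libraries and was not detectable at this depth. *Ascl2*, at one end of the cluster, had 0 counts over the cKO and 2 over the control libraries, and *Ano1*, at the other end, had 11 and 5. Of the imprinted genes next to *Cdkn1c*, *Phlda2* had 3 counts over cKO and 0 over control, and *Slc22a18* had 9 and 30. *Kcnq1ot1*, the long non-coding RNA whose transcription silences the cluster on the paternal chromosome, had 825 counts over the 3 cKO and 827 over the 7 control libraries. Counts per gene hold only reads within annotated genes, so coverage along the locus and reads between genes were not analysed here.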

**Fig. 4:**
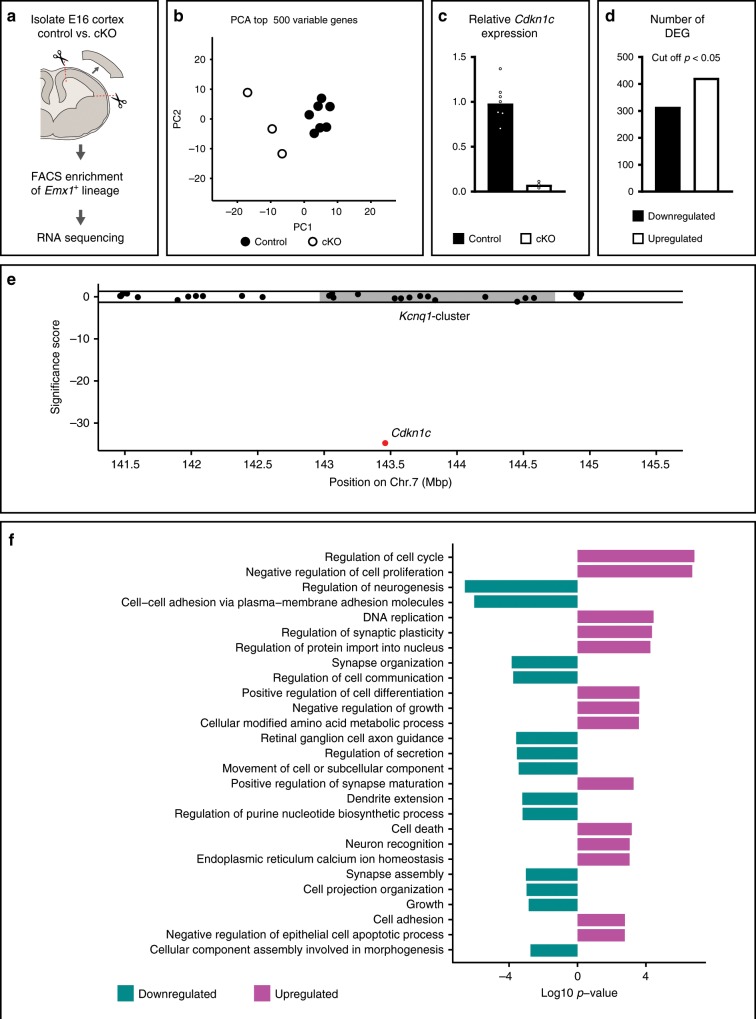
Gene expression profile in cortex upon genetic deletion of *Cdkn1c* locus. **a** Experimental paradigm. **b** Principal component analysis of all samples used for analysis. Data points indicate individual animals (*n* = 3–7). **c** Relative levels of *Cdkn1c* in cKO and controls cells. Bars represent mean. Data points indicate individual animals (*n* (controls) = 7, *n* (cKO) = 3). **d** Number of up-, and downregulated genes in cKO/control comparisons (adjusted *p* value < 0.05, Wald test). **e** Significance scores of all informative genes within 2 Mbp up-, and downstream of *Cdkn1c* are shown (*y* axis). Each dot represents one gene with the position given as the midpoint of its genomic locus (mega base-pairs (Mbp), *x* axis). Horizontal lines mark limits for significant differential expression (corresponding to an adjusted *p* value of 0.05, Wald test). Gray box marks the putative maximum size of the *Kcnq1* imprinted gene cluster. **f** Curated list of significantly enriched gene ontology (GO) terms in the lists of up-, downregulated genes shown in (**d**). The full list of significantly enriched GO terms is available in Supplementary Data 5. Source data are provided as a Source Data file.

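In the *Emx1*+ lineage cells of cKO embryos 275 of the 11551 tested genes changed, 182 of them higher and 93 lower than in control. The largest increase was that of *Slc7a3*, a transporter of cationic amino acids, from 0.581 ± 0.519 CPM (SD, n = 7) to 99.0 ± 9.89 CPM (SD, n = 3). Its log2 fold change was 7.22 (standard error 0.36, adjusted p = 7.7e-09 from edgeR). *Chac1*, an enzyme that degrades glutathione, rose from 3.84 ± 1.25 CPM (SD, n = 7) to 72.0 ± 39.8 CPM (SD, n = 3), and the translation repressor *Eif4ebp1* had a log2 fold change of 3.04. *Cdkn1a*, from the same family of inhibitors as *Cdkn1c*, rose by 3.27 on the log2 scale (standard error 0.40, adjusted p = 0.00035 from edgeR). Also among the 10 largest increases were the non-coding host gene *Snhg11* (log2 fold change 3.69), *Zcchc12* (3.20), the secreted protein *Reln* (2.74), the secretogranin *Scg2* (2.63), the calcium-binding protein *Calb2* (2.45) and the p53 target *Phlda3* (2.41). The largest decrease was that of the tight junction gene *Cldn3*, from 61.3 ± 21.1 CPM (SD, n = 7) to 3.98 ± 2.62 CPM (SD, n = 3). Its log2 fold change was -3.94 (standard error 0.45, adjusted p = 0.00025 from edgeR). *Cdkn1c* and the neuropeptide *Npy* (log2 fold change -3.59) followed. Lower as well were *Ly6g6e* (-2.54), *A330084C13Rik* (-2.25), the transcription factor *Nfe2l3* (-2.10), the heparan sulfate sulfotransferase *Hs6st2* (-2.04), *Mpped1* (-2.01) and the potassium channel subunit *Abcc8* (-1.92). *A330084C13Rik* is an antisense transcript, and without strand its reads cannot be told from those of the opposite strand. These genes were taken from the 10 largest changes in each direction among changed genes with a mean count of at least 50 and no overlap between cKO and control libraries. Of the 275 genes, 154 rose and 51 fell by more than 2-fold. The groups did not overlap in 238 of the 275, and in 693 of all tested genes (6.00%), where chance gives 1.67%. Without cKO 3, 171 genes changed (107 higher), and *Calb2* (adjusted p = 0.0906 from edgeR), *Nfe2l3* (0.0666) and *Abcc8* (0.0628) were not called. *Nfe2l3* was not called without cKO 2 (adjusted p = 0.0514) or by limma-voom (0.0516), nor was *Npy* without cKO 1 (0.0847), cKO 2 (0.0626) or control 3 (0.0504) or by limma-voom (0.118). Without control 4 the higher genes numbered 120. With *Xist* as a covariate, in place of sex, 209 genes changed (130 higher), and *Calb2* (adjusted p = 0.0650 from edgeR) and *Npy* (0.0922) were not called. The log2 fold change of *Npy* was -5.02 without cKO 3, that of *Abcc8* -2.72 without cKO 1 and that of *Snhg11* 3.07 without cKO 1. The Wald test of DESeq2 called 510 genes (300 higher, 210 lower), and edgeR with no filter on low counts 780 (549 higher, 231 lower).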

To obtain a first pass measure of the extent of differential gene expression in cKO-*Cdkn1c*-MADM-7, we plotted the number of up- and downregulated genes (Fig. 4d, Supplementary Data 4). Since imprinted *Cdkn1c* is embedded in a larger cluster, the *Kcnq1*-cluster of imprinted genes on Chr.7, we analyzed whether the expression of neighboring genes could be affected in the cKO-*Cdkn1c*-MADM-7 mice with conditional *Cdkn1c* deletion (Fig. 4e). 

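Of the genes tested within 2 Mb of *Cdkn1c*, none passed the test in edgeR. The window holds 141 annotated genes, of which 77 had at least 1 count and 30 were tested, 14 of them between *Ascl2* and *Ano1*. None of the 30 changed in edgeR, also when adjusted over the list alone, and 7 had an unadjusted p under 0.05 in edgeR. DESeq2 called 0 and limma-voom called 1, *Fgf15*. *Fgf15*, a secreted growth factor gene at 144896531 to 144900953, had 15.1 ± 4.05 CPM (SD, n = 3) in cKO and 1.99 ± 2.51 CPM (SD, n = 7) in control. Its log2 fold change was 2.87 (standard error 0.79, adjusted p = 0.072 from edgeR). *Kcnq1ot1*, at 143203458 to 143296549 on the minus strand, had a log2 fold change of 1.22 (standard error 0.44, adjusted p = 0.17 from edgeR). Green and red MADM cells carry chromosome 7 from 1 parent only. Their share per library is not given, and its effect on *Kcnq1ot1* was not tested. Without strand its reads cannot be told from those of the opposite strand. Its level was 15.6 to 30.7 CPM in controls 1, 2, 6 and 7 (5.47 to 7.44% of reads in no gene). In controls 3, 4 and 5 (13.2 to 16.7%) it was 59.2 to 77.8 CPM. With that percent as a covariate, added after the data were seen, *Kcnq1ot1* (0.91, adjusted p = 0.0459 from edgeR) and *Fgf15* (4.22, 0.0155) were called. The cortactin gene *Cttn* had a log2 fold change of -0.47 (adjusted p = 0.18). *Nap1l4*, the tested gene nearest to *Cdkn1c* at a distance of 52529 bp, had a log2 fold change of -0.29 (adjusted p = 0.50 from edgeR) and was chosen for its position. The fold changes of the 30 genes ran from -0.55 to 2.87 around a median of 0.20. Of a list of genes of the *Kcnq1* cluster and its flanks 12 were tested. None was called by edgeR, DESeq2 or limma-voom, 0 when adjusted over the list alone, and 3 had an unadjusted p under 0.05 in edgeR (adjusted p of the list 0.26 in the camera test of limma). *Fgf15* was called without control 1 (adjusted p = 0.0486 from edgeR), by limma-voom (0.00716) and with no filter on low counts (1.4e-05), where *Kcnq1ot1* (4.4e-06) and *Ifitm10* (0.0012), chosen after its values were seen, were called too. With the counts for each strand summed 1 gene was called, *Gm44732*, whose reads cannot be told from those of *Cdkn1c* without strand. *Cttn* was called with *Xist* as a covariate (adjusted p = 0.0413), and there the list of the cluster and its flanks passed (0.0495 in camera). That pass is at the preset correlation. With an estimated correlation over all 10 libraries the list had an adjusted p = 0.60 in camera.

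**Figure D1:**
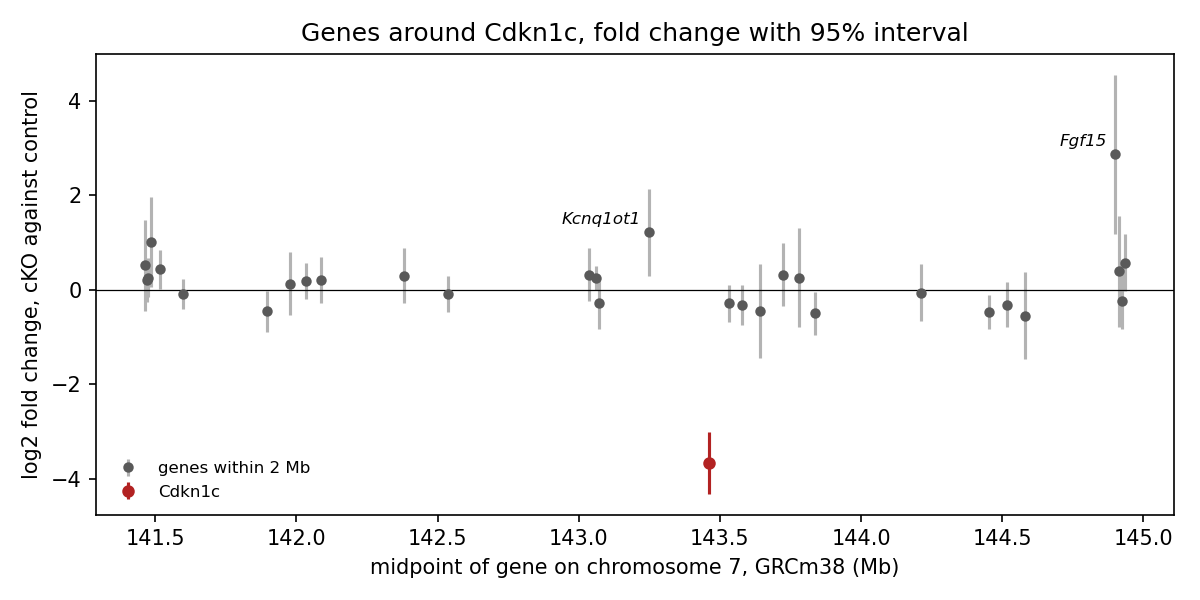
Log2 fold change between cKO (n = 3) and control (n = 7) of the 30 tested genes within 2 Mb of *Cdkn1c* (gray) and of *Cdkn1c* itself (red), against the midpoint of each gene on chromosome 7 in Mb. Bars are 95% confidence intervals from the edgeR fit, not adjusted for the number of genes, with *Cdkn1c* at -3.66 and the other genes between -0.55 and 2.87.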

While the expression profile of *Cdkn1c* indicated drastically low, nearly absent, levels of expression, the genes flanking (2 Mbp up- and downstream) the *Cdkn1c* genomic locus displayed no significant differential expression (Fig. 4e). 

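Of 52 genes of the G2 and M phases of the cell cycle 10 rose in cKO cells, and 0 fell in edgeR, DESeq2, limma-voom or at an unadjusted p under 0.05 in edgeR. The list as a whole had an adjusted p of 1.1e-19 in the camera test of limma with a preset correlation between genes, and an adjusted p = 0.14 with an estimated correlation. The scores of this list overlapped between genotypes (difference 0.69 on the log2 scale, 2-sided exact permutation test, p = 0.0167, and 0.0542 adjusted over the lists). DESeq2 called 17 as higher, limma-voom 10 and edgeR with no filter on low counts 24, and 27 rose when adjusted over the list alone. The centromeric histone *Cenpa* rose by 1.32 on the log2 scale (standard error 0.20, adjusted p = 0.0015 from edgeR), the spindle genes *Psrc1* and *Gtse1* by 1.54 and 1.74, and the chromatin protein *Hmgb2* by 1.07. The proliferation marker *Mki67* had a log2 fold change of 0.82 (adjusted p = 0.28) and the mitotic kinase *Cdk1* one of 1.04 (adjusted p = 0.051 from edgeR, and 0.0134 from DESeq2). The number that rose was 5 without cKO 2, cKO 3, control 2, control 3, control 4 or control 7, and 18 without cKO 1. *Cdk1* was called without cKO 1 (adjusted p = 0.00963) or control 5 (0.0376) and with *Xist* as a covariate (0.00278), where 16 of the list rose.

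Of 41 S phase genes 1 rose, the DNA methylation cofactor *Uhrf1*, by 1.02 on the log2 scale (adjusted p = 0.037 from edgeR), and 7 rose when adjusted over the list alone. DESeq2 called 6 as higher, limma-voom 2 and edgeR with no filter 4 of 42. The replication clamp *Pcna* had a log2 fold change of 0.59 (adjusted p = 0.099 from edgeR, 0.0429 from DESeq2, 0.0178 without cKO 1, and 0.0298 with *Xist* as a covariate, where 3 of the list rose). The list had an adjusted p of 1.8e-06 in camera, and an adjusted p = 0.31 with an estimated correlation. *Uhrf1* was not called without cKO 2 (adjusted p = 0.168), cKO 3 (0.0789) or control 1, 2, 3, 4, 5 or 6 (0.0519 to 0.0740). Without cKO 1, 8 of these genes rose, and 0 without cKO 2, cKO 3, control 1, control 2, control 3 or control 4. Of 15 genes for G1 cyclins, their kinases and kinase inhibitors, the cyclin D2 gene *Ccnd2* (0.93 on the log2 scale, adjusted p = 0.010 from edgeR) and *Cdkn1a* rose, and 3 rose when adjusted over the list alone. *Cdkn1b*, of the same inhibitor family as *Cdkn1a* and *Cdkn1c*, had a log2 fold change of -0.25 (adjusted p = 0.56). The list had an adjusted p of 0.0024 in camera, and an adjusted p = 0.12 with an estimated correlation. Without cKO 2 the adjusted p of the list was 0.0783, and 1 gene rose, as *Ccnd2* was not called (adjusted p = 0.0514 from edgeR).

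Of 33 synaptic genes 3 rose, the calmodulin-binding *Nrgn* by 2.75 on the log2 scale (adjusted p = 0.0015 from edgeR), the glutamate receptor subunit *Gria1* by 1.51 and the presynaptic adhesion molecule *Nrxn3* by 2.66. When adjusted over the list alone, 3 rose and 2 fell. The list did not pass (adjusted p = 0.14 in camera), but did without cKO 3 (0.00651), both at the preset correlation. With an estimated correlation over all 10 libraries its adjusted p in camera was 0.64. *Nrxn3* was not called without cKO 2 (adjusted p = 0.0662 from edgeR) or cKO 3 (0.0604). Of 22 chaperone genes of the endoplasmic reticulum 0 changed in edgeR or limma-voom, and 2 had an unadjusted p under 0.05 in edgeR. *Herpud1*, with a log2 fold change of 0.63 (adjusted p = 0.065), was the 1 gene called when adjusted over the list alone, by DESeq2 (0.0190) and without cKO 2 (0.0246). The adjusted p of this list was 0.97 in camera. Of 21 genes of hypoxia and glycolysis 0 changed in edgeR, DESeq2 or limma-voom, 0 when adjusted over the list alone, and 4 had an unadjusted p under 0.05 in edgeR (adjusted p of the list 0.80 in camera).

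Markers of other cell types were tested as well. All 8 tested markers of Cajal-Retzius cells, early-born neurons of the marginal zone, rose in cKO, also when adjusted over the list alone, with a median log2 fold change of 2.73. DESeq2 called 6 of them. Without cKO 1, 5 of them rose, and 1 did without cKO 3. The number was 4 with *Xist* as a covariate. Of 14 interneuron markers *Calb2*, which is also on the Cajal-Retzius list, rose and *Npy* fell, and 3 rose and 1 fell when adjusted over the list alone. The log2 fold change was positive in 13 of the 14, with a median of 1.00. DESeq2 called 2 as higher and 1 as lower, and limma-voom 2 as higher and 0 as lower. The direction of the interneuron list in camera was up (adjusted p = 5.7e-04, 0.18 with an estimated correlation, and 0.129 without cKO 3). *Calb2* was not called without cKO 3 (adjusted p = 0.0906 from edgeR), nor *Npy* without cKO 1 (0.0847), cKO 2 (0.0626) or control 3 (0.0504). Neither *Calb2* (0.0650) nor *Npy* (0.0922) was called with *Xist* as a covariate, so 0 of the 14 changed in edgeR, with 7 at an unadjusted p under 0.05. Few markers of other cells had enough counts to be tested. These were 3 of oligodendrocyte cells (adjusted p of the list 0.38 in camera), 2 of endothelial and mural cells (0.70), 2 of meningeal fibroblasts (0.12), 3 of choroid plexus and hem (0.36) and 5 of erythroid cells (0.72). edgeR, DESeq2 and limma-voom called 0 of these 15 genes after the filter on low counts. At an unadjusted p under 0.05 in edgeR there were 3, the proteoglycan *Dcn* (log2 fold change 0.95), *Ttr* (2.48) and the haemoglobin gene *Hba-a2* (-5.43), and *Dcn* also passed when adjusted over the list alone. With no filter on low counts edgeR did call *Ttr*, *Hba-a1*, *Hba-a2* and *Hbb-bt*. *Hba-a1* had 994 CPM in cKO 1, 16.9 in cKO 2, 6.36 in cKO 3 and 0 to 652 in control. Without control 2 the meningeal list passed (adjusted p = 0.0487 in camera at the preset correlation). Over all 10 libraries it had an adjusted p = 0.31 with an estimated correlation. The score of its 2 markers was higher in every cKO library than in every control library (difference 0.74 on the log2 scale, 2-sided exact permutation test, p = 0.025, and 0.0722 adjusted over the lists). The groups lay close, with 4.13 in cKO 1 against 4.11 in control 1, and overlapped in each marker alone. *Dcn* had 22.9 CPM in cKO 1 and 26.8 in control 2, and *Lgals1* 12.1 in cKO 1 and 16.3 in control 1.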

We next performed gene-ontology (GO) enrichment analysis of the differentially expressed genes in cKO-*Cdkn1c*-MADM-7. This analysis revealed a very high probability of cellular phenotypes associated with the downregulation of genes related to neurogenesis in general and with the upregulation of genes involved in cell death in particular (Fig. 4f, Supplementary Data 5).

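Markers of upper layer projection neurons fell in cKO cells. Of 17 upper layer markers 5 fell in edgeR and limma-voom, 9 in DESeq2 and 10 in edgeR with no filter on low counts. Among the 5 were the ephrin receptor *Epha3*, with a log2 fold change of -1.03 (standard error 0.22, adjusted p = 0.019 from edgeR), the netrin receptor *Unc5d* (-0.91, standard error 0.19), *Dok5* (-1.18, standard error 0.28) and the homeobox factor *Cux2* (-1.08, standard error 0.26). In edgeR, DESeq2 and limma-voom 0 rose, and 1 was higher at an unadjusted p under 0.05 in edgeR. When adjusted over the list alone, 12 fell and 1 rose. The list fell as a whole (adjusted p = 7.0e-10 in camera, and adjusted p = 0.026 with an estimated correlation). The score of Cajal-Retzius markers was 2.96 higher in the same cKO libraries on the log2 scale (2-sided exact permutation test, p = 0.00833). Without cKO 3, 1 upper layer marker fell, and *Dok5* had an adjusted p of 0.0604, *Unc5d* 0.0854, *Epha3* 0.0666 and *Cux2* 0.125 in edgeR. Without cKO 1, 2 fell, 3 fell without control 3 or control 7, and 1 rose without cKO 2. *Dok5* was not called without cKO 1 (0.0979), cKO 2 (0.0858), control 3 (0.0513) or control 7 (0.0590) or with *Xist* as a covariate (0.0614) either, and *Unc5d* and *Epha3* not without cKO 1 (0.0563 and 0.0580). *Cux2* was not called without cKO 2 (0.100) or control 1, 2, 3, 4 or 7 (up to 0.0616).

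Of 22 markers of projection neurons in general 4 fell. They were the bHLH factors *Neurod6* (log2 fold change -0.97, standard error 0.14) and *Neurod2* (-0.75, standard error 0.14), the semaphorin receptor *Nrp1* (-1.06, standard error 0.14) and the adaptor *Sla* (-1.19, standard error 0.21). *Rnd2* rose (1.07, standard error 0.22), and 6 fell and 2 rose when adjusted over the list alone. DESeq2 called 2 as higher and 5 as lower. Of 16 deep layer markers, which had a mean log2 fold change of -0.13 and a median of 0.00, *Ntsr1* (-1.50) and the signaling protein *Wnt7b* (-1.40) fell, *Pcp4* rose (1.49), and 5 fell and 1 rose when adjusted over the list alone. *Tbr1*, a transcription factor of layer 6 neurons, had a log2 fold change of -0.17 (adjusted p = 0.75 from edgeR). Of 36 axon guidance genes 4 fell, *Nrp1*, *Unc5d*, *Epha3* and the reelin signal transducer *Dab1* (-0.96), and 12 fell and 3 rose when adjusted over the list alone. In edgeR 0 of them rose, 2 in DESeq2 and 2 in limma-voom, and 4 were higher at an unadjusted p under 0.05 in edgeR. DESeq2 called 10 of them as lower. Of 14 intermediate progenitor markers the bHLH factor *Nhlh1* rose (1.21, adjusted p = 0.024 from edgeR), and 1 rose and 1 fell when adjusted over the list alone and in DESeq2. Of 23 radial glial markers 0 changed in edgeR, DESeq2 or limma-voom, 0 when adjusted over the list alone, and 4 had an unadjusted p under 0.05 in edgeR. *Pax6*, a transcription factor of radial glia, had a log2 fold change of 0.10 (adjusted p = 0.90). The axon guidance list passed (adjusted p = 8.0e-05 in camera), with an adjusted p = 0.31 with an estimated correlation, as did the projection neuron list (0.022), with an adjusted p = 0.18 with an estimated correlation. The deep layer (adjusted p = 0.065 in camera), intermediate progenitor (0.77) and radial glial (0.54) lists did not pass. *Rnd2* was not called without cKO 1 (adjusted p = 0.0954 from edgeR), *Nhlh1* not without cKO 3 (0.0938), and *Pcp4* not without cKO 1 (0.137), cKO 3 (0.113) or control 1, 2, 3, 5 or 7 (up to 0.0657). Neither *Nhlh1* (0.0580) nor *Pcp4* (0.143) was called with *Xist* as a covariate. Without cKO 2, 2 projection neuron markers rose, and 1 intermediate progenitor marker fell without cKO 2 or control 1. Without cKO 3, 2 axon guidance genes fell, and 1 rose without cKO 3, control 3 or control 5. In camera the axon guidance list did not pass without cKO 3 (adjusted p = 0.129), nor the projection neuron list without cKO 2 (0.197) or cKO 3 (0.134). The deep layer list passed without cKO 1 (0.00645), control 1 (0.0283), control 4 (0.0450), control 5 (0.0375) or control 7 (0.0389), and the radial glial list without cKO 1 (0.0375). The deep layer list passed with *Xist* as a covariate too (0.0495), and there 1 radial glial marker, *Tnc*, rose in edgeR. These passes of the deep layer and radial glial lists are at the preset correlation. With an estimated correlation over all 10 libraries their adjusted p in camera was 0.33 and 0.87. The estimated correlation was not run for the other fits.

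Targets of p53 rose. Of 25 tested targets 6 rose, and 0 fell in edgeR, DESeq2 or limma-voom, with 1 lower at an unadjusted p under 0.05 in edgeR. *Cdkn1a* and the stress sensor *Sesn2* (log2 fold change 2.71, standard error 0.32, adjusted p = 0.00025 from edgeR) were among them. So were the death receptor gene *Eda2r* (4.23, adjusted p = 0.0097), which DESeq2 did not call (0.202), and *Bbc3*, which encodes the pro-apoptotic protein PUMA (1.93, adjusted p = 0.032). *Eda2r* had 0.810 ± 1.60 CPM (SD, n = 7) in control, and its log2 fold change was 5.85 without control 4. When adjusted over the list alone 10 rose and 1 fell, *Mdm2*, the ubiquitin ligase of p53, with a log2 fold change of -0.51 (adjusted p = 0.22 over all genes). *Trp53* itself had a log2 fold change of -0.18 (adjusted p = 0.64). The list rose as a whole (adjusted p = 9.6e-08 in camera, and adjusted p = 0.020 with an estimated correlation). Its score was higher in every cKO library than in every control library (difference 0.74 on the log2 scale, 2-sided exact permutation test, p = 0.00833). Of 22 pro-apoptotic genes *Hrk*, an antagonist of BCL2 proteins (1.67, adjusted p = 0.034 from edgeR), and *Bbc3* rose, and 3 rose when adjusted over the list alone. The list did not pass (adjusted p = 0.26 in camera). *Bbc3* was not called without cKO 1 (adjusted p = 0.393), control 2 (0.0664), control 3 (0.0675), control 4 (0.0643) or control 5 (0.0550) or by limma-voom (0.119). It had 127 CPM in cKO 1 against 16.2 in cKO 2 and 38.6 in cKO 3, and 7.57 to 23.2 in control, and its log2 fold change was 0.76 without cKO 1. *Hrk* was not called without cKO 1 (0.160), cKO 2 (0.0793), control 1 (0.0658), control 4 (0.0690), control 6 (0.0544) or control 7 (0.0590). Both *Bbc3* (log2 fold change 1.11, adjusted p = 0.327) and *Hrk* (0.0735) lost their call with *Xist* as a covariate. Thus 0 pro-apoptotic genes rose without cKO 1 or control 4 or with *Xist* as a covariate (3 at an unadjusted p under 0.05 in edgeR), and 1 without cKO 2, control 1, control 2, control 3, control 5, control 6 or control 7. Of 13 anti-apoptotic genes 0 changed in edgeR, DESeq2 or limma-voom, 0 when adjusted over the list alone, and 2 had an unadjusted p under 0.05 in edgeR (adjusted p of the list 0.77 in camera). *Cux2*, *Rnd2* and *Mdm2* were chosen after their values were seen. From the GO terms enriched among the downregulated and the upregulated genes, the paper states that cellular phenotypes tied to lower expression of neurogenesis genes and higher expression of cell death genes are very probable, and then turns to cell death in the cortex.

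**Figure D2:**
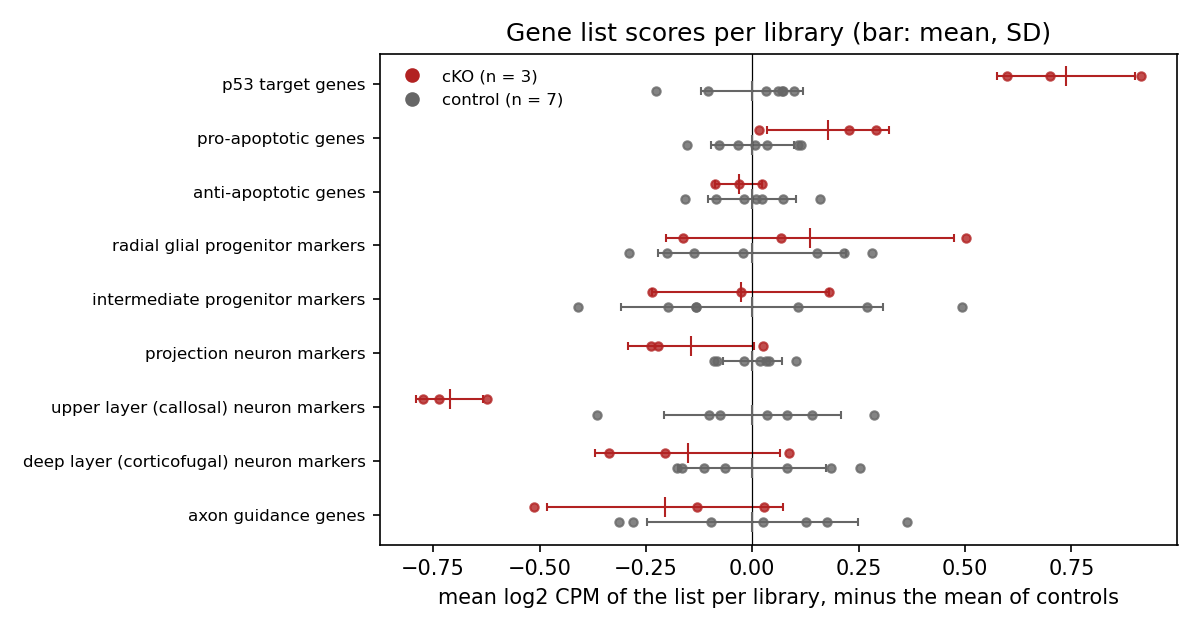
Score of 9 gene lists in each of the 3 cKO (red) and 7 control (gray) libraries, as the mean log2 CPM of the tested genes of a list minus the mean of the control libraries. Points are embryos and bars mark the mean and SD, with the cKO embryos above all controls for p53 target genes, below all controls for upper layer neuron markers, and overlapping with controls for the other lists.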

### *Cdkn1c* is cell-autonomously required for cellular survival

Based upon our findings from gene expression profiling and since previous studies showed that the hydrocephalus phenotype in *Cdkn1c* cKO induced with Nestin-Cre can be rescued by concomitant p53 (*Trp53*) ablation^15^, we next analyzed cell death parameters upon conditional loss of *Cdkn1c*. We thus stained cortex at E13 in MADM-7, *Cdkn1c*-MADM-7 and cKO-*Cdkn1c*-MADM-7 embryos for apoptotic cells with antibodies against Caspase-3 (Fig. 5). While in MADM-7 almost no cortical cells showed signs of apoptosis (Fig. 5a–e), high numbers (up to 20% of all cells) of Caspase-3^+^ cells were detected in *Cdkn1c*-MADM-7 (maternal and paternal deletion) and cKO-*Cdkn1c*-MADM-7 (Fig. 5f–t).

**Fig. 5:**
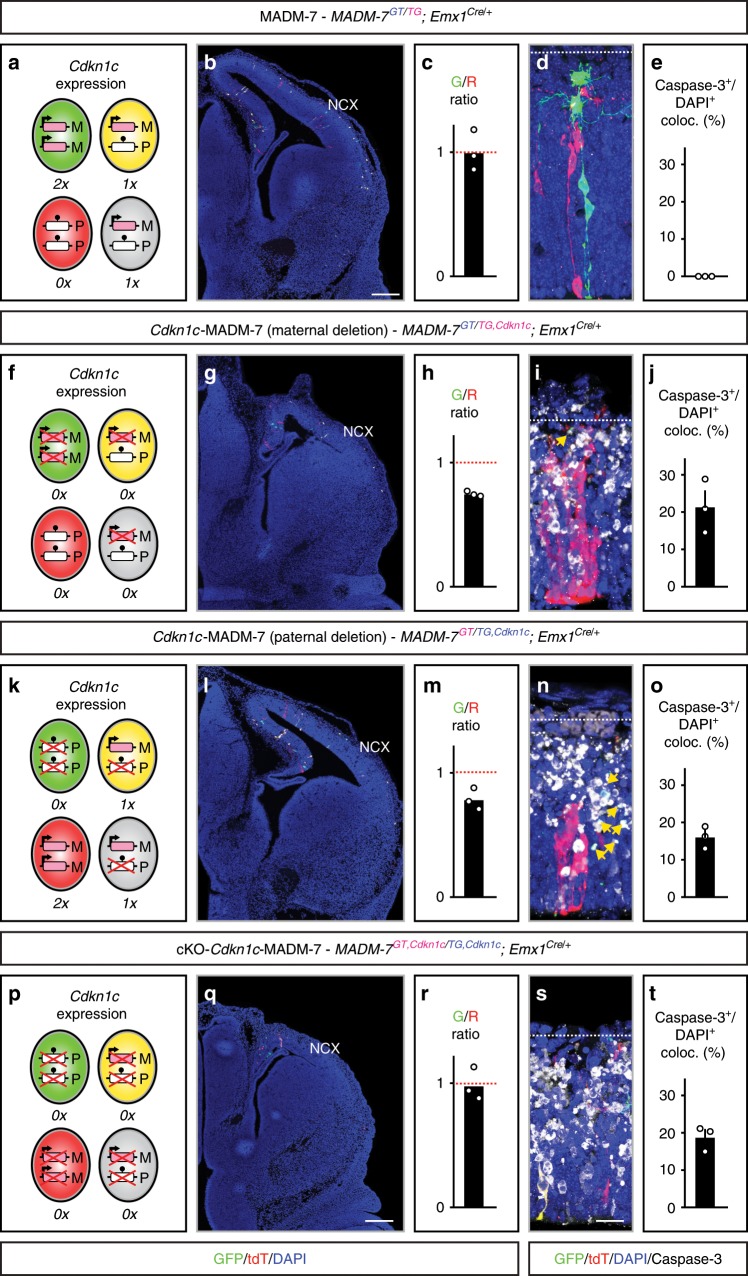
*Cdkn1c* function is required for nascent cortical projection neuron survival. Analysis of developing cerebral cortex in MADM-7 (*MADM-7*^*GT/TG*^*;Emx1*^*Cre/+*^) (**a**–**e**), *Cdkn1c*-MADM-7 (*MADM-7*^*GT/TG,Cdkn1c*^*;Emx1*^*Cre/+*^) with maternal deletion (**f**–**j**), *Cdkn1c*-MADM-7 (*MADM-7*^*GT/TG,Cdkn1c*^*;Emx1*^*Cre/+*^) with paternal deletion (**k**–**o**), and cKO-*Cdkn1c*-MADM-7 (*MADM-7*^*GT,Cdkn1c/TG,Cdkn1c*^*;Emx1*^*Cre/+*^) (**p**–**t**) at E13. The parent, from which the MADM cassettes and with recombined *Cdkn1c-flox* allele (*Cdkn1c*) (**f**–**t**) was inherited, is indicated in the respective genotypes in pink (mother) and blue (father). Schematics (**a**, **f**, **k**, **p**) depict green (GFP^+^), red (tdT^+^), yellow (GFP^+^/tdT^+^) and unlabeled MADM cells with UPD (red, green) and control cells (yellow, unlabeled). Imprinting (arrow, expression; ball on stick, repression) and expression (0×, 1×, 2×) status is indicated. Conditional deletion of *Cdkn1c* is marked with red cross. Parental origin of chromosome is indicated (M maternal, P paternal). MADM-labeling in overview (GFP^+^, green; tdT^+^, red; GFP^+^/tdT^+^, yellow) (**b**, **g**, **l**, **q**) and G/R ratio (geometric mean) of single MADM-labeled cortical projection neurons (**c**, **h**, **m**, **r**) in MADM-7 (**b**, **c**), *Cdkn1c*-MADM-7 with maternal deletion (**g**, **h**), *Cdkn1c*-MADM-7 with paternal deletion (**l**, **m**), and cKO-*Cdkn1c*-MADM-7 (**q**, **r**) at E13 indicate emerging microcephaly. Note the equipotency of cells with matUPD and patUPD in (**c**) and (**r**) but decreased numbers of *Cdkn1c*^*−/−*^ cells when compared to *Cdkn1c*^*+/+*^ cells in (**h**) and (**m**) regardless of the UPD status. Labeling of apoptotic Caspase-3^+^ cells (white) in MADM tissue (GFP^+^, green; tdT^+^, red; GFP^+^/tdT^+^, yellow) (**d**, **i**, **n**, **s**); and quantification of Caspase-3^+^/DAPI^+^ coloc (%) (**e**, **j**, **o**, **t**) in MADM-7 (**d**, **e**), *Cdkn1c*-MADM-7 with maternal deletion (**i**, **j**), *Cdkn1c*-MADM-7 with paternal deletion (**n**, **o**), and cKO-*Cdkn1c*-MADM-7 (**s**, **t**) at E13. Note that in MADM-7 almost no Caspase-3^+^ cells are detected. Yellow arrows indicate GFP^+^ remnants of *Cdkn1c*^*−/−*^ mutant cells. All bars indicate mean. Error bars represent SEM (**e**, **j**, **o**, **t**). Data points indicate individual animals (*n* = 3). Nuclei were stained using DAPI (blue). NCX neocortex. Scale bar, 200 μm (**b**, **g**, **l**, **q**) and 20 μm (**d**, **i**, **n**, **s**). Source data are provided as a Source Data file.

Interestingly, at E13 the relative number of homozygous mutant cells, i.e. green *Cdkn1c*^*−/−*^ cells, in *Cdkn1c*-MADM-7 (maternal and paternal deletion) was already reduced in comparison to red *Cdkn1c*^*+/+*^ wild-type cells (Fig. 5h, m). Note that again this reduction in cell number appeared irrespective of the chromosomal disomy status and thus independent of genomic imprinting. However, *Cdkn1c*-MADM-7 mice are genetic mosaics with green cells that show homozygous deletion of the *Cdkn1c* genomic locus, red cells with homozygous intact *Cdkn1c* locus and heterozygous yellow/unlabeled cells with one deleted copy of *Cdkn1c* locus. Therefore, we next analyzed whether the red cells (tdT^+^) with homozygous intact *Cdkn1c* locus in *Cdkn1c*-MADM-7 (maternal and paternal deletion) mice would have a survival advantage or disadvantage when compared to the heterozygous yellow or unlabeled (DAPI^+^) cells. Strikingly, far fewer red cells with homozygous intact *Cdkn1c* genomic locus were positive for Caspase-3 than unlabeled (DAPI^+^) heterozygous cells, regardless of the imprinting status and thus expressed dose of *Cdkn1c* transcript (Supplementary Fig. 7). Collectively, these results demonstrate that the genetic deletion of *Cdkn1c* genomic locus results in an increased probability of cell death in a highly dosage-dependent manner. In other words, removal of one copy of *Cdkn1c* results in haploinsufficiency with increased apoptosis when compared to wild-type cells with two intact copies of *Cdkn1c*.

In the course of our analysis of cell death upon genetic deletion of *Cdkn1c*, we noticed that Caspase-3^+^ cells in *Cdkn1c*-MADM-7 and cKO-*Cdkn1c*-MADM-7 at E13 seemed to appear less prominently in the ventricular zone (VZ) but more abundant in nascent neurons located in the emerging cortical plate (CP). To quantitatively assess the rate of cell death in ventricular RGPs and nascent neurons in the CP, we stained sections from MADM-7, *Cdkn1c*-MADM-7 and cKO-*Cdkn1c*-MADM-7 embryos with antibodies against Caspase-3 together with the RGP marker PAX6 or nascent neuron marker NEUROD2, respectively. Indeed, the absolute number of PAX6^+^/Caspase-3^+^ was significantly lower than the number of NEUROD2^+^/Caspase-3^+^ cells in *Cdkn1c*-MADM-7 and cKO-*Cdkn1c*-MADM-7 (Supplementary Fig. 8). Thus, not only nascent cortical projection neurons (NEUROD2^+^) show a higher incidence of cell death upon *Cdkn1c* ablation but also PAX6^+^ RGPs. Consequently, the overall number of actively proliferating RGPs is already reduced from early E13 embryonic stages onward (Supplementary Fig. 9). We also corroborated our findings by staining sections from MADM-7, *Cdkn1c*-MADM-7 and cKO-*Cdkn1c*-MADM-7 embryos with antibodies against p53 which marks cells that initiate the apoptotic pathway (Supplementary Fig. 10). Lastly, both upper layer callosal (SATB2^+^) and deep layer corticofugal (TBR1^+^) projection neuron populations were cell-autonomously prone to apoptosis and thus reduced in *Cdkn1c*-MADM-7 with maternal and paternal deletion, respectively (Fig. 6). Altogether, we conclude that the cell-autonomous growth-promoting *Cdkn1c* function discovered here is mainly acting to promote the survival of differentiating and maturing cortical projection neurons and (to a lesser extent) proliferating RGPs.

**Fig. 6:**
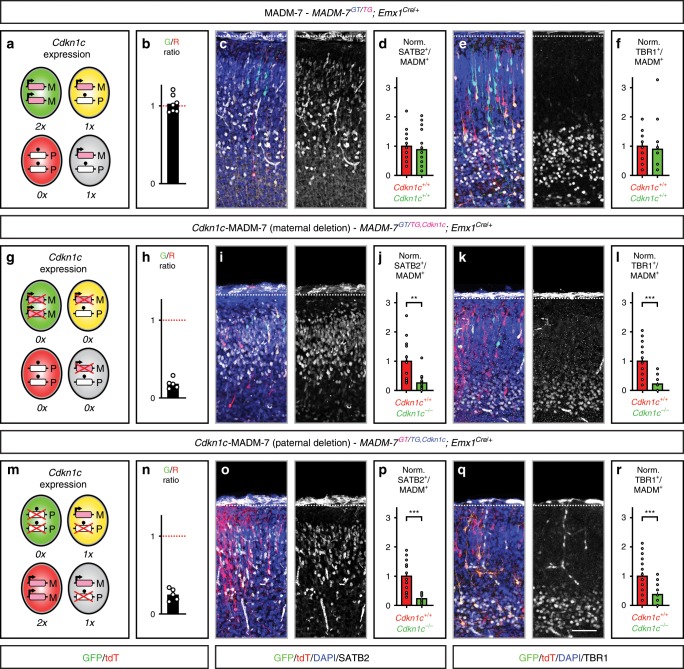
Callosal and corticofugal projection neuron classes require *Cdkn1c* for survival. Analysis of cortical layer marker expression (SATB2 and TBR1) in MADM-7 (*MADM-7*^*GT/TG*^*;Emx1*^*Cre/+*^) (**a**–**f**), *Cdkn1c*-MADM-7 (*MADM-7*^*GT/TG,Cdkn1c*^*;Emx1*^*Cre/+*^) with maternal deletion (**g**–**l**), and *Cdkn1c*-MADM-7 (*MADM-7*^*GT/TG,Cdkn1c*^*;Emx1*^*Cre/+*^) with paternal deletion (**m**–**r**), in cerebral cortex at P0. The parent, from which the MADM cassette and with recombined *Cdkn1c-flox* allele (*Cdkn1c*) was inherited, is indicated in the respective genotypes in pink (mother) and blue (father). Schematics (**a**, **g**, **m**) depict green (GFP^+^), red (tdT^+^), yellow (GFP^+^/tdT^+^) and unlabeled MADM cells with UPD (red, green) and control cells (yellow, unlabeled). Imprinting (arrow, expression; ball on stick, repression) and expression (0×, 1×, 2×) status of *Cdkn1c* is indicated. Conditional deletion of *Cdkn1c* is marked with red cross. Parental origin of chromosome is indicated (M maternal, P paternal). G/R ratio (**b**, **h**, **n**) of single MADM-labeled cortical neurons is depicted as geometric mean. Data points indicate individual animals (*n* = 5–7). Labeling of upper layer callosal SATB2^+^ cells (white) (**c**, **i**, **o**) and lower layer corticofugal TBR1^+^ cells (white) (**e**, **k**, **q**) in MADM tissue (GFP^+^, green; tdT^+^, red; GFP^+^/tdT^+^, yellow); and quantification of SATB2^+^/MADM^+^ (**d**, **j**, **p**) and of TBR1^+^/MADM^+^ (**f**, **l**, **r**) cells. Red cell numbers are centered to 1 and green cell numbers are shown relative to red (**p < 0.01, ***p < 0.001, two-tailed *t* test). All bars indicate mean. Error bars represent SEM (**d**, **j**, **p** and **f**, **l**, **r**). Note the decrease in GFP^+^ mutant double-positive neurons when compared to tdT^+^ wild-type cells. Data points indicate individual animals (*n* = 5–7) for G/R ratio; and individual sections (*n* = 15–22) for layer marker expression. Nuclei were stained using DAPI (blue). Scale bar, 50 µm. Source data are provided as a Source Data file.

## Discussion

Here we report that the *Cdkn1c* genomic locus, rather than the *Cdkn1c* transcript, is cell-autonomously required for the survival of RGPs and nascent projection neurons in the developing cerebral cortex. The reported cell-autonomous *Cdkn1c* survival function is dosage-sensitive but independent of genomic imprinting. Below we discuss the implications of our findings for cortical development but also more generally in the context of *Cdkn1c* imprinting and *Cdkn1c*/p57^KIP2^-mediated growth control at the individual cell- and systemic level.

The development of the cerebral cortex is highly orchestrated and regulated by diverse genetic and epigenetic mechanisms. RGPs are the main progenitor stem cells that produce all excitatory projection neurons^1,3,25^ and recent data indicate that cortical neurogenesis follows a relatively deterministic rule^17,26^. The genetic, molecular and cellular mechanisms that regulate RGP lineage progression and nascent projection neuron maturation are however not well understood. Furthermore, recent studies indicate that epigenetic regulatory cues at cellular and systemic levels play an important role as well^5,27^. One peculiar epigenetic regulatory mechanism is genomic imprinting, resulting in the selective silencing of one parental allele in a subset of genes^28–30^. Although many imprinted genes are prominently expressed during corticogenesis, their functional role in regulating cortical development is mostly unclear due to the lack of assays permitting single-cell phenotypic analysis. Here we employed MADM technology to genetically dissect the level of cell-autonomy of imprinted *Cdkn1c* gene function in corticogenesis (Fig. 7). We found that *Cdkn1c* regulates RGP proliferation and cortical neurogenesis predominantly non-cell-autonomously, a concept in agreement with previous studies^14^ that implicate *Cdkn1c* in whole organism growth suppression^10^ (Fig. 7a, b). In contrast, we also provide genetic evidence for a growth-promoting, rather than inhibiting, function of *Cdkn1c* in the developing cerebral cortex (Fig. 7c). Two possible scenarios could explain the seemingly opposite functions inferred from previous and our genetic loss of function analysis. First, the tissue-specific *Cdkn1c* growth-promoting function observed in the developing cortex (this study) could not be observed in full knockout^10,20^ because the p57^KIP2^-mediated growth inhibition acts in a dominant manner on the whole organism. Thus additional cell-type and/or tissue-specific *Cdkn1c* functions, such as the growth promotion (i.e. prevention of cell death) as revealed by our conditional *Cdkn1c* analysis, may not unfold. Alternatively, if we consider the architecture of the genomic *Cdkn1c* locus and deletion analysis comparatively, a small region of the 3′ genomic *Cdkn1c* locus could be essential for nascent projection neuron survival and cortical growth (Supplementary Fig. 11). The critical element in the genomic *Cdkn1c* locus can be narrowed down to approximately 500 bp by comparing the deletion^10^ leading to full *Cdkn1c* knockout and the conditional deletion of the allele analyzed in this study^24^ (Supplementary Fig. 11). Importantly, since *Cdkn1c* shows maternal specific expression, the silent paternal allele was, so far, considered nonfunctional. In stark contrast to this view, we have observed striking phenotypes upon maternal and paternal *Cdkn1c* deletion in cortical progenitors and neurons. A detailed analysis of allelic expression of *Cdkn1c*, using SNP- and UPD-based approaches, however detects strong maternal expression with minimal contribution from the paternal allele. Although we cannot formally rule out a function of the minimal paternal expression, our data indicate that the *Cdkn1c* locus carries the critical functional element which albeit is not under the control of genomic imprinting. While the global growth-inhibiting function of p57^KIP2^ protein may or may not be disrupted in the cKO-*Cdkn1c*-MADM-7, the loss of the growth-promoting function inherent to the 500 bp element likely acts in a dominant manner in the conditional- and single-cell MADM deletion paradigms. This interpretation is supported by the fact that *Cdkn1c* full knockout^10^ (where the 500 bp element is preserved) do not show any signs of apoptosis in the developing cortex and exhibit macrocephaly^14^, likely as a result of non-cell-autonomous mechanisms due to global loss of p57^KIP2^. The here identified cell-autonomous growth-promoting function of genomic *Cdkn1c* locus is highly dosage sensitive with heterozygous cells showing haploinsuffciency. Strikingly, the prevention of apoptosis by intact *Cdkn1c* locus is not subject to genomic imprinting, as mentioned above, in contrast to the growth-inhibitory p57^KIP2^ function. In the future it will be revealing to dissect the interplay of endogenous p57^KIP2^ protein and the here identified genetic element in the regulation of cortical stem cell behavior. Interestingly, it has been shown that the intracellular distribution and localization of p57^KIP2^ plays instructive roles in proliferation and differentiation of adult skeletal muscle stem cells^31^. Whether similar mechanisms and/or in combination with the 500 bp element are relevant for RGP proliferation, cortical neuron production and/or cellular survival represent critical open questions that should be clarified in further studies. Regardless of the precise mechanism, it will be also important to determine the cell-autonomous and non-autonomous downstream signaling components of the *Cdkn1c* locus which promote projection neuron survival and/or regulate global growth of the developing cerebral cortex. Finally, it is intriguing to note that while the intron−exon boundaries in the *Cdkn1c* genomic locus appear to be highly conserved from mouse to human, the exon sequences have diverged considerably in humans^32,33^. It will thus be revealing to determine the generality of our findings in other species than the mouse and in particular in human context. More generally, our study highlights the importance to probe the relative contributions of the cell intrinsic gene function and extrinsic tissue-wide mechanisms to the overall phenotype not only in health but also in neurodevelopmental disease conditions.

**Fig. 7:**
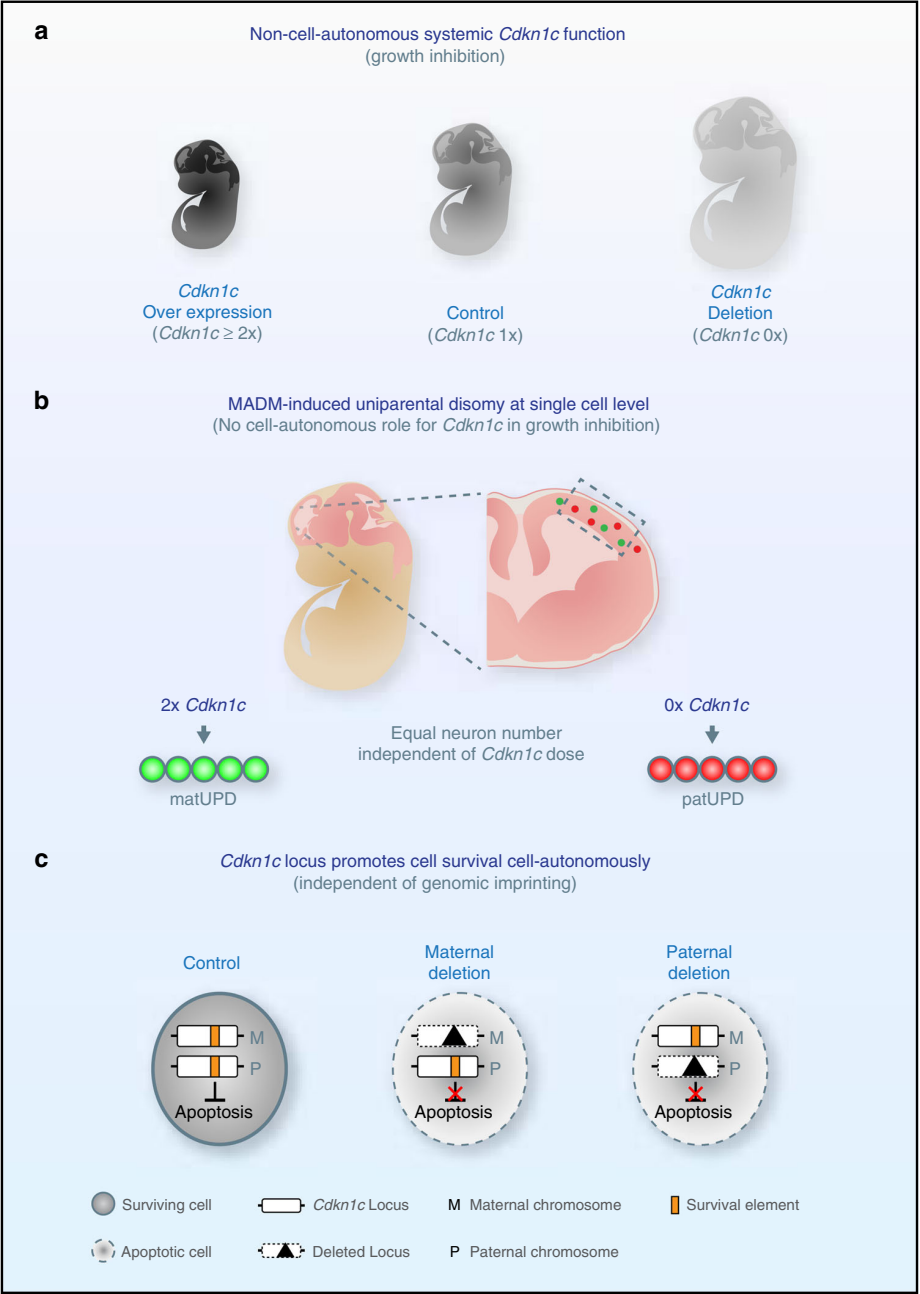
Schematic of *Cdkn1c* locus functions in cerebral cortex growth and development. **a** Previous studies^41–44^ have established that twofold or higher systemic (whole animal) expression of *Cdkn1c* (2×, dark gray) results in embryonic growth inhibition when compared to wild-type embryos with imprinted expression of *Cdkn1c* (1×, gray) whereas global knockout of *Cdkn1c* (0×, light gray) results in embryonic overgrowth^14,45^. **b** Analysis of single cells with MADM-induced uniparental chromosome disomy (UPD) (twofold overexpression (green cells) or no expression of *Cdkn1c* (red cells)) in an otherwise wild-type environment indicates no cell-autonomous function for *Cdkn1c* in cortical growth regulation. **c** Conditional *Cdkn1c* locus deletion and analysis at single-cell resolution revealed a putative survival element (SE) acting in a dosage-sensitive manner but which is not subject to genomic imprinting. Deletion of either the maternal or paternal *Cdkn1c* locus leads to p53-mediated apoptosis.

## Methods

### Mouse lines and maintenance

Mouse protocols were reviewed by institutional ethics committee and preclinical core facility (PCF) at IST Austria and all breeding and experimentation was performed under a license approved by the Austrian Federal Ministry of Science and Research in accordance with the Austrian and EU animal laws. Mice were maintained and housed in animal facilities with a 12-h day/night cycle and adequate food/water conditions according to IST Austria institutional regulations. Mouse lines with Chr. 7 MADM cassettes^18^ (*MADM-7-GT* JAX stock # 021457, *MADM-7-TG* JAX stock # 021458), *Cdkn1c-flox* allele^24^, *Emx1*-Cre^34^ (JAX stock # 005628) have been described previously. Calculation of recombination probability and recombination of *Cdkn1c-flox* allele onto chromosomes carrying the MADM cassettes was performed according to standard techniques. These are described in detail elsewhere^17,35^ and are summarized in Supplementary Fig. 1. All MADM-based analyses were carried out in a mixed C57BL/6J, CD1 genetic background, in male and female mice without sorting experimental cohorts according to sex. Based on genotype experimental groups were randomly assigned. For allelic expression analysis, we used the inbreed mouse lines CAST/EiJ (JAX stock # 000928) and C57BL/6J (JAX stock # 000664). Age of experimental animals is indicated in the respective figures, figure legends and source data file.

### Tissue collection and immunohistochemistry

Mice were deeply anesthetized by injection of a ketamine/xylazine/acepromazine solution (65 mg, 13 mg and 2 mg/kg body weight, respectively) and unresponsiveness was confirmed through pinching the paw. The diaphragm of the mouse was opened from the abdominal side to expose the heart. Cardiac perfusion was performed with ice-cold PBS (phosphate-buffered saline) followed immediately by 4% PFA (paraformaldehyd) prepared in PB buffer (Sigma-Aldrich). Brains were removed and further fixed in 4% PFA O/N to ensure complete fixation. Brains were cryopreserved with 30% sucrose (Sigma-Aldrich) solution in PBS for approximately 48 h. Brains were then embedded in Tissue-Tek O.C.T. (Sakura). Pregnant females were sacrificed at the respective time points to obtain E13 and E16 embryonic brain tissue. Embryonic and P0 brains were directly transferred into ice-cold 4% PFA. Cryopreservation was performed in 30% sucrose in PBS and embedding was performed according to standard techniques.

For adult time points, 45 µm coronal sections were collected in 24 multi-well dishes (Greiner Bio-one) and stored at −20 °C in antifreeze solution (30% v/v ethyleneglycol, 30% v/v glycerol, 10% v/v 0.244 M PO_4_ buffer) until used. Adult brain sections were mounted onto superfrost glass-slides (Thermo Fisher Scientific), followed by three wash steps (5 min) with PBS. Tissue sections were blocked for 30 min in a buffer solution containing 5% normal donkey serum (Thermo Fisher Scientific), 1% Trition X-100 in PBS. Primary antibodies in blocking buffer were incubated overnight at 4 °C. Sections were washed three times for 5 min each with PBT (1% Triton X-100 in PBS) and incubated with corresponding secondary antibody diluted in PBT for 1 h. Sections were washed two times with PBT and once with PBS. Nuclear staining of brain sections was performed by 10 min incubation with PBS containing 2.5% DAPI (4',6-diamidino-2-phenylindole, Thermo Fisher Scientific). Sections were embedded in mounting medium containing 1,4-diazabicyclooctane (DABCO; Roth) and Mowiol 4-88 (Roth) and stored at 4 °C until use. Embryonic brains and early postnatal brains (P0) were sectioned at 20 or 30 µm and directly mounted onto superfrost glass-slides (Thermo Fisher Scientific). Immunohistochemistry for embryonic brains was performed as described above. The M.O.M. Immunodetection Kit (Vector Laboratories) was used by following the instructions of the user manual whenever mouse primary antibody was needed for staining. For a detailed list of antibodies and respective dilutions, vendors and order numbers, see Supplementary Table 1.

### EdU labeling experiments

Cell-cycle experiments were based on the use of the Click-iT Alexa Fluor 647 imaging kit (Thermo Fisher C10340). Reagents were reconstituted according to the user manual. Pregnant females were injected with EdU (1 mg/ml EdU stock solution; 50 µl/10 g mouse) at E13. Embryos were collected 1 h after EdU injection and 24 h after EdU injection. Tissue was fixed in 4% PFA and immunohistochemistry was performed as described above, except that the Click-iT imaging kit was used (according to the instruction manual) to visualize the EdU signal before performing the DAPI staining.

### Imaging and analysis of MADM-labeled brains

Sections were imaged using an inverted LSM800 confocal microscope (Zeiss) and processed using Zeiss Zen Blue software. Confocal images were analyzed in Photoshop software (Adobe) by manually counting MADM-labeled cells based on respective marker expression. To determine cortical thickness solely DAPI images were used. Images were opened in Zen Blue software and measurements were performed using the “line”-tool of this software. Three different measurements in the somatosensory cortex were done per image and accordingly combined to one value by averaging the three measured parameters. Six replicates were measured per individual brain. Three different individuals were analyzed per genotype. Significance was determined using two-tailed *t* test in Graphpad Prism 7.0.

### Single-cell suspension and FACS of MADM-labeled cells

Pregnant females were sacrificed and E13/E16 embryos were collected. Neocortex area was dissected. Single individuals were used as replicates. Single-cell suspensions were prepared by using Papain containing l-cysteine and EDTA (vial 2, Worthington), DNase I (vial 3, Worthington), Ovomucoid protease inhibitor (vial 4, Worthington), EBSS (Thermo Fisher Scientific), DMEM/F12 (Thermo Fisher Scientific), FBS and HS. All vials from Worthington kit were reconstituted according to the manufacturer’s instructions using EBSS. The dissected brain area was directly placed into Papain-DNase solution (20 units/ml papain and 1000 units DNase). Enzymatic digestion was performed for 30 min at 37 °C in a shaking water bath. Next, solution 2 (EBSS containing 0.67 mg Ovomucoid protease inhibitor and 166.7 U/ml DNase I) was added, the whole suspension was thoroughly mixed and centrifuged for 5 min at 1000 rpm at RT. Supernatant was removed and cell pellet was resuspended in solution 2. Trituration with p1000 pipette was performed to mechanically dissolve any remaining tissue parts. DMEM/F12 was added to the cell suspension as a washing solution, followed by a centrifugation step of 5 min with 1500 rpm at RT. Cells were resuspended in media (DMEM/F12 containing 10% FBS and 10% HS) and kept on ice until sorted. Right before sorting, cell suspension was filtered using a 40 µm cell strainer. FACS was performed on a BD FACS Aria III using 100 nozzle and keeping sample and collection devices (0.8 ml PCR tubes) at 4 °C. Duplet exclusion was performed to ensure sorting of true single cells. Cells were sorted into 4 µl lysis buffer (0.2% Triton X-100, 2U/µl RNase Inhibitor (Clonetech)). Immediately after sorting was completed samples were transferred into a 96-well plate (Bio-Rad) that was kept on dry ice. Once the plate was full it was sealed and kept at −80 °C until further processing. For relative *Cdkn1c* expression experiments GFP^+^, tdT^+^ and GFP^+^/tdT^+^ cells (200−400 cells) were collected. For the WT-pool and cKO-pool, all MADM-labeled cells (GFP^+^, tdT^+^ and GFP^+^/tdT^+^) were sorted together in order to isolate only *Emx1*^*+*^ lineages (which express Cre and thus show deleted *Cdkn1c* locus), ensuring sufficient number of cells (400 cells) as starting material. Sequencing libraries were prepared following the Smart-Seq v2 protocol^36^ using custom reagents (VBCF GmbH) and libraries from a 96-well plate were pooled, diluted and sequenced on a HiSeq 2500 (Illumina) using v4 chemistry or NextSeq550 (Illumina).

### Single-cell suspension and antibody-based FACS

Single-cell suspension was prepared using Neural Tissue Dissociation Kit (Miltenyi #130-092-628) following the manufacturer’s instructions. Pregnant females were sacrificed by cervical dislocation. E12 embryos were isolated and directly transferred into 1× PBS and kept on ice. Region of interest (neocortex) was dissected and used for single-cell suspension preparation. Enrichment for neurons and RGPs (progenitors) was performed according to a protocol described previously^23^. The following antibodies were used for FACS: Prominin-1-PEVio770 1:100 (Miltenyi, Clone: MB9-3G8, #130-102-891), CD15-BV421 (5 µl per sample) (BD, Clone: W6D3, #740086), CD11b-APCR700 1:100 (BD, Clone: m1/70, #564985), CD31-APCR700 1:100 (BD, Clone MEC13.3, #565509) and CD45-APCR700 1:100 (BD, Clone: 30-F11, #565478). In order to avoid contamination of nonneuronal and nonprogenitor cell populations an initial gating was performed where cells positive for CD11b, CD31 and CD45 were eliminated. The cell population negative for these markers was then used further. The progenitor cell population which was Prominin^+^/CD15^+^ was collected. The neuronal population was negative for both markers. Cell sorting was performed at 4 °C using the 100 nozzle and on an FACS Aria III, BD Biosciences. Cells were collected in a custom-made RNA extraction buffer (30 nM TRIS pH 8, 10 nM EDTA pH 8, 1% SDS and 200 µg/µl Proteinase K).

### RNA extraction

Upon cell sorting, samples were incubated for 30 min at 37 °C. Total volume was adjusted to 250 µl using RNase-free H_2_O (Thermo Fisher Scientific) followed by addition of 750 µl Trizol LS (Thermo Fisher Scientific). Samples were mixed by inverting five times. After a 5-min incubation step at RT, the entire solution was transferred into a MaXtract tube (Qiagen). Two hundred microliters chloroform (Sigma-Aldrich) was added, followed by three times 5-s vortexing and 2-min incubation at RT. Samples were centrifuged for 2 min with 12,000 rpm at 18 °C. Supernatant was transferred to a new tube and isopropanol (Sigma-Aldrich) was added in a 1:1 ratio. For better visibility of the RNA pellet, 1 µl GlycoBlue (Thermo Fisher Scientific) was added and entire solution was mixed by vortexing (3 × 5 s). Samples were left for precipitation o/n at −20 °C. After precipitation samples were centrifuged for 20 min with 14,000 rpm at 4 °C. Supernatant was removed and RNA pellet was washed with 70% ethanol, followed by a 5-min centrifugation step (14,000 rpm at 4 °C). RNA pellet was resuspended in 12.5 µl RNase-free H_2_O. RNA quality was analyzed using Bioanalyzer RNA 6000 Pico kit (Agilent) following the manufacturer’s instructions. RNA samples were stored at −80 °C until further use.

### Analysis of allelic expression by Sanger and deep sequencing

RNA was isolated from 10,000 cells (sorted as described above) using Trizol LS (Thermo Fisher Scientific), DNAse1 treated (DNA free KIT, Ambion) and converted to cDNA (SuperScript VILO, Invitrogen). Genomic DNA was prepared from the carcass of one embryo used for FACS sorting. For Sanger sequencing, regions of interest were amplified (Platinum Hot Start PCR Master Mix, Invitrogen) and sequenced using a nested primer (LGC Genomics GmbH, primers given below). Chromatograms were prepared using partly customized functions from R package sangerseqR^37^. For deep sequencing, regions of interest were amplified with different primers that produce fragments where the SNP of interest is located within 50 bp of one end, with a high-fidelity DNA polymerase (Q5 NEB, primer given below). PCR fragments were purified (Ampure XP, Beckman Coulter) and pooled per sample of origin. Each pool was prepared for deep sequencing (VBCF GmbH, Vienna) and sequenced on a HiSeq 2500 (Illumina) using v4 chemistry. Each sequencing produced a minimum of 700,000 uniquely aligned reads (>99% of total reads), using STAR v.2.5.0c^38^ and mouse genome build GRCm38. Samtools v1.3 was used to prepare pileups and the occurrences of high-quality nucleotides were counted at two positions (*Cdkn1c*: 143458858, *Ndn*: 62348457, GRCm38) using custom scripts and the relative abundance of each nucleotide at the SNP position plotted. Details on primers for Sanger sequencing: *Cdkn1c* (TC SNP), PCR: GGGACTTCAACTTCCAGCAG, CTCAGAGACCGGCTCAGTTC, sequencing: TCTGTGCCCGCCTTCTAC. *Cdkn1c* (AG SNP), PCR: TAGAGGCTAACGGCCAGAGA, GCTTTACACCTTGGGACCAG, sequencing: CTGGGACCTTTCGTTCATGT. *Ndn* (AG SNP), PCR: CACTTCCTCTGCTGGTCTCC, TGCTTCTGCACCATTTCTTG, sequencing: TCCTTCACCAACACGTACCA. Details on primers for deep sequencing: *Ndn* (AG SNP), PCR: CACTTCCTCTGCTGGTCTCC, GCTGTCCTGCATCTCACAGT. *Cdkn1c* (AG SNP), PCR: CCACGGTTTTGTGGAAATCT, GTGGGGGCTTTTACTCAACA. Note that the *Ndn* SNP is shown on the reverse strand.

### Statistical analysis of RNA-seq data

Raw reads were delivered as unaligned BAM files and technical replicates were combined using samtools (v1.8). For alignment, BAM files were converted to fastq format using bamToFastq (bedtools suite v2.26.0). Reads within transcripts were counted using STAR (v2.5.0c) with an index prepared from GRCm38 and Gencode M16 gene annotation. Parameters used for STAR alignment: outFilterMultimapNmax 1, outSAMstrandField intronMotif, outFilterIntronMotifs RemoveNoncanonical and quantMode GeneCounts. All downstream analyses were performed in R (v3.4.4) using DESeq2 (v1.16.1).

For Fig. 1 we analyzed 39 samples and removed 7 samples with a low percentage of uniquely aligned reads (<40%) or consistently low correlation with other biological replicates to reduce noise (see Supplementary Data 1 for details on samples used in the analysis). For DESeq2 analyses genes with a mean coverage of less than ten reads, over all samples under investigation, were removed. Figure 1c: size factor normalized read counts (DESeq2) were used. Relative expression values for *Cdkn1c* gene were calculated by dividing the normalized read counts for each sample by the median of the normalized read counts of the respective control samples. Figure 2b: Relative expression values for indicated genes were calculated by dividing the normalized read counts for each matUPD and patUPD sample by the mean of the normalized read counts of the respective matUPD sample. Significance of differential expression between groups was calculated for each developmental time point using DESeq2 with the following parameters: design = ~sample + group. See Supplementary Data 1 for details on samples. Supplementary Data 2 provides full differential expression results. To identify changes in cell-cycle state between matUPD and patUPD cells, we compiled a list of 78 genes that were shown to indicate cell-cycle stages in RNA-seq data^39^. These genes are also indicated in Supplementary Data 2.

Figure 3: Relative expression of *Cdkn1c* was calculated as for Fig.1 using the mean normalized read count of control cells to calculate relative expression. Note that for the purpose of this manuscript only *Cdkn1c* read counts were used and the full dataset together with an in-depth analysis will be published at a later time.

Figure 4: Genes with a mean coverage of less than ten reads over all samples under investigation were removed. Figure 4b: Principal component analysis was performed on variance stabilized count data calculated by varianceStabilizingTransformation (DESeq2) using the top 500 most variable genes and parameter: blind = T. Figure 4c: relative expression of *Cdkn1c* was calculated and plotted as for Fig.1 using the mean normalized read count of control cells to calculate relative expression. Significance of differential expression between groups was calculated for each developmental time point using DESeq2 with parameter: design = ~group. Supplementary Data 3 provides details on samples and Supplementary Data 4 provides full results of differential expression analysis. Figure 4e: Significance scores were calculated as the log_10_ of the adjusted *p* value. Prefix of this score was adjusted to represent upregulation (positive) or downregulation (negative). The position of each gene was calculated as the midpoint of its annotated genomic locus. Only informative genes telomeric to position 141459694 (mm10) are shown. The putative maximum size of the *Kcnq1* cluster is defined here as the region spanning from *Ascl2* to *Ano1* genes (chr7:142966829-144738543, mm10). Figure 4f: Gene Ontology term enrichment was performed using genes with an adjusted *p* value < 0.05, separately for upregulated genes (log_2_ fold-change > 0, higher in cKO) or downregulated genes (log_2_ fold-change < 0, higher in control) using enrichGO (clusterProfiler v3.4.4) with org.Mm.eg.db (v3.4.1) and parameters: keytype = “ENTREZID”, ont = “ALL”, pool = T, readable = T, pvalueCutoff = 0.05, qvalueCutoff = 0.1, maxGSSize = 2000. As the universe parameter, we used all informative genes used in this analysis. To reduce the number of enriched GO terms for display, we used a combination of manual curation and REVIGO (http://revigo.irb.hr/)^40^ with parameters: Allowed similarity: Tiny (0.4), similarity measure: Jiang and Conrath. Details on all enriched GO terms and manual/REVIGO curation are provided in Supplementary Data 5a, b. Supplementary Fig. 3, 4: Read coverages across the genome were calculated using bam2wig.py (RseQC v2.6.3) using parameter: -t 1000000. Resulting wiggle files were converted to BED format using convert2bed (bedops v2.4.14) and regions of interest were extracted using intersectBed (bedtools v2.25.0). Averaging of coverages and final wiggle file preparation was done in R. Wiggle files were displayed on the UCSC genome browser (https://genome.ucsc.edu/). Reference annotation-based transcript (RABT) assembly was performed for each replicate using cufflinks (v2.2.1) with Gencode M16 annotation using standard parameters. Merging of RABT assemblies was done using cuffmerge (v2.2.1) using standard parameters. No novel transcripts were identified in the *Cdkn1c* locus.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

Description of Additional Supplementary Files

## Data Availability

Data that support the findings of this study have been deposited at the NCBI GEO data repository under accession number GSE138230. The source data underlying Figs. 1c, f, 2b, d, f, 3b, h, n, e, k q, f, l, r, 4c, 5c, h, m, r, e, j, o, t, 6b, h, n, d, j, p, f, l, r, Supplementary Figs. 5o, p, q, 6a, 7b, d, 8a-d, 9d, g, j and 10c, f, i, l are provided as a Source Data file.

## Source data

Source Data File

# Supplementary material for: Imprinted Cdkn1c genomic locus cell-autonomously promotes cell survival in cerebral cortex development
**Source:** Nat Commun. 2020 Jan 10;11:195. doi: 10.1038/s41467-019-14077-2
**Supplement:** Supplementary file 9 — Description of Additional Supplementary Files

**Title: Supplementary Data 1. Sample details for transcriptome analysis of MADM-labeled cells.**

**Description:** This table lists relevant meta information for samples analyzed in Figure 1c and Figure 2b.

**Title: Supplementary Data 2. Differential gene expression analysis of MADM-labeled cells.**

**Description:** This table provides the output of the DESeq2 analysis of samples detailed in Supplementary Data 1 separately for E13 and E16 time points. Analysis details are provided in the Methods.

**Title: Supplementary Data 3. Sample details for transcriptome analysis of *Cdkn1c* cKO.**

**Description:** This table lists relevant meta information for samples analyzed in Figure 4.

**Title: Supplementary Data 4. Differential gene expression analysis of *Cdkn1c* cKO.**

**Description:** This table provides the output of the DESeq2 analysis of samples detailed in Supplementary Data 3. Analysis details are provided in the Methods.

**Title: Supplementary Data 5. Gene ontology analysis of up-regulated (a) and down-regulated genes (b) in *Cdkn1c* cKO.**

**Description:** This table shows all significantly enriched GO terms (details see Methods). For simplicity of display in Figure 4f the long list of enriched terms was reduced by REVIGO (eliminated = 1, see Methods for details) or manually (manually.eliminated = 1). Only terms with final = 0 are shown in Figure 4f.

How the deposited data were processed for this re-analysis (not part of the article)

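Global gene expression was measured in *Emx1*+ lineage cells of the E16 neocortex from 3 cKO-*Cdkn1c*-MADM-7 and 7 control MADM-7 embryos. Each embryo gave 1 Smart-Seq v2 library of 400 sorted cells, and each embryo is 1 replicate. The raw counts per gene were made by the authors before deposit, as their methods state: sequencing runs of a library were combined, reads were aligned to GRCm38 by STAR with only unique alignments kept, and STAR counted the reads within genes of Gencode M16. The values are counts of reads, not normalized and not filtered, with a column that ignores strand and a column for each strand. The column that ignores strand was used.

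Counts were analysed in R 4.3.3. Genes with a mean count of at least 10 over the 10 libraries were kept, which left 11551. Genotypes were compared by the quasi-likelihood test of edgeR 4.0.16 with TMM normalization and genotype as the only term, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. DESeq2 1.42.0 and limma-voom (limma 3.58.1) were run as alternatives. PCA used the 500 most variable genes after the variance stabilizing transformation of DESeq2. The level of *Cdkn1c* was its count divided by the size factor of DESeq2 and by the mean of controls. Single values were compared by 2-sided exact permutation tests over the 120 ways to pick 3 of 10 libraries. Scores of a list are means of log2 CPM with a prior count of 2. Genes within 2 Mb of *Cdkn1c* were taken by their midpoints in Gencode M21, in which 105 of the 53379 gene identifiers were not found.

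No GO annotation was at hand, so 27 gene lists stand in for the GO terms. They cover p53 targets, pro- and anti-apoptotic genes, amino acid response (ATF4) genes, endoplasmic reticulum chaperones, S phase, G2 and M phase and G1 genes, axon guidance, synaptic and immediate early genes, hypoxia and glycolysis, imprinted genes in and outside the *Kcnq1* cluster, and cell type markers. Of these, 26 with at least 2 tested genes were tested with camera of limma at a preset correlation between genes of 0.01, and also with an estimated correlation, with adjustment over the lists. Of the 26, 12 passed with the preset correlation and 6 with an estimated correlation (p53 targets, ATF4 genes, upper layer markers, immediate early genes, imprinted genes outside the *Kcnq1* cluster and Cajal-Retzius markers). The comparison, filter, tests, lists, most alternatives and the rule for naming genes were set before the data were examined, but after the top of Supplementary Data 4 and the GO terms of Fig. 4f had been read. The rule names the genes the paper names for this experiment, the 10 largest changes in each direction among called genes with a mean count of at least 50 and no overlap between groups, the 4 members of each list with the smallest p, and the 3 such genes near *Cdkn1c*. It gave 114 tested genes, of which 56 changed. Some of them are not reported here.

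The alternatives were other tests, normalizations and filters, the summed strand columns, each library left out in turn, the replicate number as a block, *Xist* as a covariate, and mitochondrial and haemoglobin genes left out. Added after the data had been seen were a local dispersion fit in DESeq2, the percent of reads in no gene as a covariate, offsets for GC content and exon length, and leaving out the 3 libraries with over 0.1% haemoglobin counts. The methods were tested on simulated data with the same depths. Genes were simulated independently of each other, and the changed ones were drawn from those with a mean count of at least 50. The rates therefore do not cover genes with fewer counts or correlated genes. Of 100 genes changed 2-fold edgeR recovered 65, and of 100 changed 4-fold 100, with 7 false calls of 172. DESeq2 recovered 70 and 100 with 18 false calls of 188, and limma-voom 62 and 98 with 5 of 165. No pair of libraries was identical, with correlations of 0.866 to 0.958. Smart-Seq v2 reads carry no molecular identifiers, so counts are not independent molecules. Coverage along genes and reads between genes were left out, as the deposited counts do not hold them.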

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

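For the Cajal-Retzius markers, the comparison with other cell types and that with hem markers were chosen only after the result was seen. The models with a covariate were given their final form after a first outcome had been seen. A rule that left these models undecided was removed then.

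In 146 measures of the 7 control libraries, 13 had a library far from the others, where 7.3 are expected by chance at 1 in 20. The values are the gap to the nearest library divided by the whole range. In control 1, *Olig1* was higher (0.869, 70.8 CPM against at most 9.28), as were *Dok5* (0.653, 304 against at most 182), *Mcl1* (0.611), *Egr1* (0.605) and *Mbp* (0.577). In control 2, *Cdkn1a* (0.757, 69.2 CPM against at most 24.2) and *Vegfa* (0.620) were higher, in control 4 *Eda2r* (0.656) and in control 6 *Emx1* (0.589). In control 5, *Tbr1* (0.708, 109 CPM against at least 164) and *Neurod2* (0.616) were lower, the score of G2 and M phase genes was higher (0.605), and total gene counts were lower (0.666).

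In 4 gene lists that the paper's text does not discuss, a change appeared. The median log2 fold change was 2.73 for Cajal-Retzius markers, 0.66 for ATF4 genes, 1.06 for immediate early genes and 0.36 for imprinted genes outside the *Kcnq1* cluster. Fig. 4f does show a term for the metabolism of modified amino acids.

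The score of Cajal-Retzius markers without *Calb2* was 4.91 to 5.79 in cKO and 0.82 to 3.80 in control libraries. A lower share of the main cell type alone would raise markers of all other types alike. The rise exceeded that of interneuron markers by 2.35 (exact permutation test, p = 0.0167) and that of radial glial markers by 2.83 (p = 0.00833). This argues only against an equal rise of these types. The paper reports that radial glial progenitors die and are reduced too. The interneuron score was low, 2.70 to 4.03 in cKO and 2.03 to 3.57 in control. A lower share of the main cell type therefore stays open. The score of 2 meningeal fibroblast markers rose too, by 0.74, with every cKO above every control library (exact permutation test, p = 0.025, and 0.0722 adjusted over the lists). The lowest cKO score was 4.13 and the highest control score 4.11, and the groups overlapped in each marker alone. A trend on GC content as the whole cause is argued against, since the difference was 2.94 with the trend taken off (exact permutation test, p = 0.00833). More tissue from the cortical hem in the cKO samples stays open, as only 3 hem and choroid plexus markers were tested, with a difference of 1.16 (exact permutation test, p = 0.2). More tissue from the meninges and the marginal zone below them stays open as well. Only those 2 of 13 listed meningeal markers had enough counts to be tested. The sort was meant to take only MADM-labeled cells of the *Emx1*+ lineage. Whether Cajal-Retzius cells carried this label was not tested, so the sort does not decide between these sources. Sex as the whole cause, here and for the ATF4 and upper layer scores, is argued against by comparison within each sex. In male cKO 2 the scores (Cajal-Retzius with *Calb2*, ATF4, upper layer) were 5.17, 5.99 and 5.87. Male controls had 1.13 to 3.79, 5.04 to 5.36 and 6.24 to 6.89. Female cKO 1 and cKO 3 had 5.85 and 6.07, 6.41 and 6.23, and 5.98 and 5.83. Female controls 2 and 7 had 4.07 and 3.24, 5.20 and 5.31, and 6.53 and 6.64. Sex as a part of the cause stays open. With *Xist* as a covariate edgeR called 4 of 8 Cajal-Retzius markers and 10 of 34 ATF4 genes as higher. It called 4 of 17 upper layer markers as lower. More Cajal-Retzius cells, or more of these transcripts per cell, may follow from genotype, and the counts do not separate these.

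The score of ATF4 genes was 1.03 higher in cKO. A response to dissociation and sorting stays open. With the immediate early score in the model the difference was 0.81 (permutation test, p = 0.00833). That score was itself 6.02 to 6.67 in cKO and 5.05 to 5.61 in control, so the model cannot separate it from genotype. By permutation tests too, the ATF4 difference was 1.02 with the percent of reads in no gene in the model (p = 0.0167) and 0.99 with the GC trend taken off (p = 0.00833). A response to the loss of *Cdkn1c* in these cells may account for it, as a hypothesis found and tested on the same data. Day of dissection and litter are not given and stay open.

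Upper layer markers were lower relative to deep layer markers in cKO by a score difference of -0.56 (exact permutation test, p = 0.025). By permutation tests, the difference was -0.55 with the GC trend taken off (p = 0.0167), -0.56 with the exon length trend taken off (p = 0.0167) and -0.58 with the percent of reads in no gene in the model (p = 0.0417), which argues against each as the whole cause. A delay or loss of later-born neurons in cKO may account for it, and embryo stage was not tested.

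Chance is unlikely to account for the number of changed genes (275, highest other split 15), of higher genes (182, highest other 15) and of lower genes (93, highest other 1), where 1 of 100 drawn splits, the real one, was as large. It cannot be excluded for the number of lists (12, highest other 16), where 11 of 100 splits gave as many. With an estimated correlation only the real split of the 100 gave as many (6 lists, highest other 1). The lists were written after the top of Supplementary Data 4 had been read, which favors the real split, so this does not exclude chance.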

How the results depend on the processing

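The local fit of DESeq2, the covariate for reads in no gene, the offsets and leaving out libraries with more blood were chosen only after the result was seen. No changed named gene turned its direction in any setting run, nor did any called list in the direction of camera. The median of the projection neuron list, -0.02, changed sign with upper quartile factors (0.0041) and without cKO 3 (0.14), control 1 (0.0020) or control 3 (0.014). Named genes kept their side of the threshold in 2812 comparisons, were no longer called in 157 and were newly called in 86, and for lists these were 692, 15 and 20; values called in neither setting were taken as kept. Of 56 changed named genes, 32 were called in all 10 fits that leave out 1 library. Changed genes (275, of which 182 higher and 93 lower) numbered 510 (300 and 210) in DESeq2, 780 (549 and 231) with no filter, 743 (426 and 317) with the local fit of DESeq2, 161 (105 and 56) with the replicate block, and 101 (61 and 40) with the same 6 libraries and no block. The numbers do not pair the embryos (correlations of 0.04, -0.13 and -0.21). Lower genes numbered 140 with the GC offset and 148 with the length offset, where 55.4% in place of 66.2% of changed genes were higher. Leaving out 1 library gave 171 (without cKO 3) to 297 changed, 107 to 176 higher (107 without cKO 3, 120 without control 4), and 62 to 124 lower genes. Leaving out the libraries with more blood gave 228 changed genes, 135 of them shared with the 275. Within 2 Mb of *Cdkn1c* the count of 0 in edgeR (7 at an unadjusted p under 0.05, 0 in DESeq2) became 1 in limma-voom, 3 with no filter, 1 with the strand columns summed (reads over *Cdkn1c*), 1 with *Xist* as a covariate, 2 with reads in no gene as a covariate, 1 with the length offset, and 0 to 1 with 1 library left out (1 without control 1). Of the lists, 12 passed, 6 with an estimated correlation, and 10 to 14 with 1 library left out. Where the number of genes tested or libraries did not change, the cause was not tested. The level of *Cdkn1c* was 0.0603 to 0.0967 of control and the PC1 difference 14.6 to 17.5 with 1 library left out (exact p up to 0.0278 for each). In simulated data at this depth edgeR recovered 65 of 100 genes changed 2-fold, all with a mean count of at least 50.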

Differences from the paper's values

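The local dispersion fit was chosen only after the result was seen. At the same threshold, an adjusted p under 0.05, the paper's table holds 738 changed genes, 423 higher and 315 lower, from the Wald test of DESeq2. The quasi-likelihood test of edgeR called 275 here, 182 higher and 93 lower. Of the paper's 738 genes 268 were called here, 470 were not and 7 were called here alone, and all 738 had a fold change of the same sign here. Of the alternatives set before the data were examined, the Wald test of DESeq2 (510 genes, 300 higher and 210 lower) and edgeR with no filter on low counts (780, 549 and 231) come within 1.5 times of the paper's counts. DESeq2 here shared 504 genes with the paper's table and dropped 234. The edgeR fit with no filter tested 26537 genes, while the paper left out genes with a mean count under 10. The other alternatives do not come within that range: limma-voom (297), the size factors of DESeq2 in edgeR (279), upper quartile factors (284), the filter of edgeR (278), the summed strand columns (301), leaving out 1 library (171 to 297), the replicate block (161), the same libraries with no block (101), *Xist* as a covariate (209) and leaving out mitochondrial and haemoglobin genes (275). DESeq2 with a local dispersion fit gave 743 genes (426 higher, 317 lower), a setting chosen after seeing the values, and drops 0 of the paper's 738. Standard errors of the local fit had a median ratio of 1.00 to those of the paper, against 1.07 with the default fit. Log2 fold changes of the local fit differed from the paper's by at most 0.0124. The paper's text does not name the type of dispersion fit, so a local fit there is inferred, not stated. Only 1998 of the 11530 entries of Supplementary Data 4 could be read, and these hold all genes the paper called.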

Other observations

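The naming of *Asns* and *Grb10* was chosen only after the result was seen, as was the setting that leaves out libraries with more blood.

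Genes of the amino acid response, which the transcription factor ATF4 turns on when amino acids are scarce or proteins misfold, rose in cKO cells. Of 34 tested genes 12 rose, 18 when adjusted over the list alone, and 0 fell in edgeR, DESeq2, limma-voom or at an unadjusted p under 0.05 in edgeR. With no filter on low counts 43 were tested, of which 19 rose and 1 fell in edgeR. *Asns*, which makes asparagine, rose by 1.51 on the log2 scale (standard error 0.18, adjusted p = 0.00025 from edgeR), beside *Slc7a3*, *Chac1* and *Sesn2*. *Atf4* itself had a log2 fold change of 0.59 (adjusted p = 0.17) and *Ddit3* one of 0.73 (adjusted p = 0.12). In camera the adjusted p of the list was 5.6e-29, with an adjusted p = 0.0013 with an estimated correlation.

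Of 19 immediate early genes, which neurons transcribe within minutes of a stimulus, 6 rose, 14 when adjusted over the list alone, with 0 lower in edgeR, DESeq2, limma-voom or at an unadjusted p under 0.05 in edgeR. With no filter on low counts 11 of 22 rose. *Egr1* rose by 1.71 (adjusted p = 0.00036 from edgeR) and *Fosb* by 1.96 (adjusted p = 0.0098). The activity-regulated factor *Npas4* rose by 1.92 and the phosphatase *Dusp1* by 0.78. For this list the adjusted p was 5.4e-14 in camera, and it had an adjusted p = 0.023 with an estimated correlation. Without cKO 1, 2 of them rose, and *Npas4* (adjusted p = 0.111 from edgeR) and *Dusp1* (0.0609) were not called, nor was *Dusp1* without cKO 3 (0.111). Again 2 rose with *Xist* as a covariate, where *Npas4* (0.0668) and *Dusp1* (0.0689) were not called. Of 20 imprinted genes outside the *Kcnq1* cluster 5 rose, 7 when adjusted over the list alone, and 0 fell in edgeR, DESeq2 or limma-voom, with 1 lower at an unadjusted p under 0.05 in edgeR. They were *Magel2* (2.23) and *Ndn* (0.81), both from the Prader-Willi region, the non-coding *Meg3* (1.52), the neuronal *Nnat* (0.55) and the growth inhibitor *Grb10* (1.22). Cells of all MADM colors were pooled, and green and red cells carry chromosome 7 from 1 parent only. The share of each color per library is not given. Its effect on imprinted genes of chromosome 7, such as *Magel2* and *Ndn*, was not tested. As a whole the imprinted genes had an adjusted p of 4.6e-05 in camera, and an adjusted p = 0.023 with an estimated correlation. Without cKO 1, 1 of them rose, where *Magel2* (adjusted p = 0.0769 from edgeR), *Meg3* (log2 fold change 0.93, adjusted p = 0.152), *Ndn* (0.130) and *Nnat* were not called, and without cKO 2 *Grb10* was not (log2 fold change 0.58, adjusted p = 0.257) and 1 fell. With *Xist* as a covariate 2 rose, as *Meg3* (0.0814), *Ndn* (0.129) and *Nnat* were not called. Without cKO 3, 3 rose, as *Ndn* (0.0949) and *Nnat* were not called. Without control 3 or control 7, 3 rose, and 2 rose without control 4. *Grb10* was not called without control 1, 3, 4 or 7 (up to 0.0657), *Ndn* not without control 3 (0.0513) or control 4 (0.0548). *Nnat* was not called without control 4 or control 7 either, and its adjusted p was at most 0.123 over these fits.

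Mean and median log2 fold changes differed in sign for the anti-apoptotic, chaperone, deep layer and erythroid lists, none of which passed in camera over all 10 libraries.

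Among the Cajal-Retzius markers the transcription factors *Lhx1* (log2 fold change 3.67, adjusted p = 0.0098 from edgeR), *Lhx5* (2.85, adjusted p = 0.018) and *Nhlh2* (1.84, adjusted p = 0.0055) rose beside *Reln*. Camera gave these markers an adjusted p of 3.9e-17, and an adjusted p = 0.023 with an estimated correlation. Without cKO 3 *Lhx1* (0.0568), *Lhx5* (0.0966) and *Nhlh2* (0.0678) were not called, nor was *Lhx5* without cKO 1 (0.0654) or with *Xist* as a covariate (0.0879). The log2 fold change of *Lhx1* was 4.28 without control 4. With the 3 libraries with more blood left out, 4 of these 8 markers rose, as did 10 of the ATF4 genes, 2 of the immediate early genes, 1 of the imprinted genes and 4 of the p53 targets, and 2 of the upper layer markers and 2 of the axon guidance genes fell. More G2 and M phase genes (18) and S phase genes (5) rose in the remaining 7 libraries. In edgeR 0 pro-apoptotic genes (2 at an unadjusted p under 0.05) and 0 interneuron markers (6) rose there. The radial glial list passed there (adjusted p = 0.0018 in camera at the preset correlation). Over all 10 libraries it had an adjusted p = 0.87 with an estimated correlation.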
